# Optimization of 5′ Untranslated Region of Modified mRNA for Use in Cardiac or Hepatic Ischemic Injury

**DOI:** 10.1016/j.omtm.2020.03.019

**Published:** 2020-03-31

**Authors:** Nishat Sultana, Yoav Hadas, Mohammad Tofael Kabir Sharkar, Keerat Kaur, Ajit Magadum, Ann Anu Kurian, Nadia Hossain, Bremy Alburquerque, Sakib Ahmed, Elena Chepurko, Lior Zangi

## Abstract

Modified mRNA (modRNA) is a gene-delivery platform for transiently introducing a single gene or several genes of interest to different cell types and tissues. modRNA is considered to be a safe vector for gene transfer, as it negligibly activates the innate immune system and does not compromise the genome integrity. The use of modRNA in basic and translational science is rising, due to the clinical potential of modRNA. We are currently using modRNA to induce cardiac regeneration post-ischemic injury. Major obstacles in using modRNA for cardiac ischemic disease include the need for the direct and single administration of modRNA to the heart and the inefficient translation of modRNA due to its short half-life. Modulation of the 5′ untranslated region (5′ UTR) to enhance translation efficiency in ischemic cardiac disease has great value, as it can reduce the amount of modRNA needed per delivery and will achieve higher and longer protein production post-single delivery. Here, we identified that 5′ UTR, from the fatty acid metabolism gene carboxylesterase 1D (Ces1d), enhanced the translation of firefly luciferase (Luc) modRNA by 2-fold in the heart post-myocardial infarction (MI). Moreover, we identified, in the Ces1d, a specific RNA element (element D) that is responsible for the improvement of modRNA translation and leads to a 2.5-fold translation increment over Luc modRNA carrying artificial 5′ UTR, post-MI. Importantly, we were able to show that 5′ UTR Ces1d also enhances modRNA translation in the liver, but not in the kidney, post-ischemic injury, indicating that Ces1d 5′ UTR and element D may play a wider role in translation of protein under an ischemic condition.

## Introduction

Ischemic heart disease is the leading cause of death for both men and women in the United States, killing about 610,000 people per year.^1^^,^^2^ Many scientists around the world are studying different approaches to induce cardiac regeneration in hope to unravel new treatments that can improve cardiac function post-ischemic injury. Genetic medicine is one of the avenues of research to treat a failing heart post-myocardial infarction (MI).^3^ In this research, we aimed to adjust gene expression in the heart using viral vectors, small molecules, or an RNA-based approach to promote cardiac protection and cardiovascular or cardiac regeneration in ischemic cardiac disease. Modified messenger RNA (modRNA) is a novel gene therapy platform that can be used to alter the levels of proteins in mammalian cells and tissues^4^^,^^5^ and to treat heart diseases.^6^, ^7^, ^8^ The concept of therapeutically altering mRNA expression has great potential in the treatment of human diseases.^9^ To date, several therapeutic approaches using small interfering RNA (siRNA) and antisense oligonucleotides have been successfully tested to reduce mRNA levels in the cells.^10^^,^^11^ Yet, the upregulation of proteins in tissues is challenging, mostly to the high amount of mRNA needed to treat human tissue. The supply of a large amount of mRNA *in vivo* can subsequently elicit a higher immune response. Preclinical studies with modRNA showed that due to the transient expression of modRNA (gene expression return to baseline is a few days), modRNA will be needed, both in direct or intravenous delivery methods, to be redelivered to achieve higher gene expression.^6^^,^^12^, ^13^, ^14^, ^15^

The expression of genes is controlled intricately at the post-transcriptional level.^16^ The level of an individual mRNA type inside of a cell does not ensure the synthesis of comparable amounts of respective proteins,^17^ both positive and negative modulators that influence translation and maintain certain levels of protein. Eukaryotic gene translation is regulated in the translation level by several components, including 5′ untranslated region (UTR),^18^, ^19^, ^20^ 3′ UTR,^21^, ^22^, ^23^ poly(A) tail,^24^, ^25^, ^26^, ^27^ cap structure,^28^, ^29^, ^30^, ^31^ etc. There are multiple regulatory elements within the untranslated regions (UTRs) of the mRNA, which are critical for the stability and translation of mRNA into protein.^32^^,^^33^ Moreover, the length and secondary structure of 5′ UTR and mutations within the 5′ UTR have been reported to be associated with certain human diseases.^34^ The 5′ UTR plays a significant role in the regulation of translational efficiency by helping the ribosome to bind the messenger RNA (mRNA) in the proximity of the start codon and thus, is a main contributor to the cellular proteome.^35^ Additionally, certain RNA elements within the 5′ UTR may change its secondary structure (e.g., internal ribosome entry sites [IRESs], upstream start codon (AUG)s, or upstream open reading frames [uORFs]) and can be an important contributor of the entire translation rate.^36^^,^^37^ Besides, 5′ UTRs can contain sequence elements that can function as binding sites for regulatory proteins.^33^

Until this date, modRNA, which had been used preclinically in cardiac research using artificial 5′ UTR (36 nt), was first described by Warren et al.^38^

Asrani et al.^39^ has used *in vitro* screening for optimization mRNA 5′ UTR to improve expression of arginase 1 (ARG1). They showed that plasmid-based screening methods do not correlate with protein expression driven by exogenously expressed mRNA and that improved 5′ UTR but not 3′ UTR appears to be the key driver in protein expression for exogenously delivered mRNA.

We recently optimized the synthesis^5^ and the delivery^4^ of modRNA for cardiac delivery use. In the present study, we compared transcriptomic and proteomic analysis of similar tissues to identify, *in vivo*, a potential 5′ UTR and the elements within 5′ UTR that can enhance the translation post-cardiac and hepatic ischemic injury condition.

## Results

### Characterizing the Ischemic Heart Transcriptome and Proteome

To characterize the dynamics of heart left-ventricle (LV) transcriptome and proteome post-MI, we analyzed changes in genes expression and protein level in the LV of mice, 4 and 24 h post-MI and compared it to LV from sham-operated mice (Figure 1A). 

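The LV transcriptome was measured in 3 sham mice, 3 mice at 4 h post-MI and 4 mice at 24 h post-MI, with 1 poly(A) RNA library per mouse, sequenced as single 50-bp reads. The paper describes the 3 control mice as sham operated, whereas their sample labels give no operation. MI was induced by permanent ligation of the left anterior descending artery, and the tissue was the ischemic area or the equivalent area of the sham hearts. The authors aligned the reads to the mouse genome mm10 with STAR, counted them on RefSeq genes with the expectation-maximization algorithm of Partek Flow, which divides a read among the genes it matches, and normalized the counts by the TMM method. The deposited values are in CPM, read counts relative to the TMM-scaled size of the library. The paper's text does not say whether the strand of a read was used in counting. The lowest value in each library was taken as the value of 1 read, and the sum of a library's values divided by it estimates the reads on the listed genes. By this estimate, the sham libraries held between 14861607 and 17589668 reads (median 17510594), the libraries 4 h post-MI between 12553519 and 16652309 (median 15669820) and the libraries 24 h post-MI between 15138765 and 18952669 (median 16213468). The paper states a mean of 30000000 reads per sample, and the values used here rest on the reads counted on the listed genes. The 10 highest genes of a library took between 9.64% and 17.6% of its values, and the value of the ribosomal RNA gene Rn45s alone ranged from 6881 to 40038 CPM. Differential expression was tested with limma on log2(CPM + 1), with all 10 libraries in a single model, for the 12487 genes with a mean of at least 1 CPM, and the q value is the Benjamini-Hochberg adjusted p-value. On this scale a log2 fold change understates the change of a gene with a low value. Fold changes written as ratios are ratios of group means without a pseudocount.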

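Each of the 14552 genes in the table had a value above 0 in all 10 libraries. A mean of at least 10 CPM was reached by 7695 genes. The table lists no gene of the mitochondrial chromosome.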

In total, we detected 14,552 genes and 2,397 proteins in our samples. With the comparison of the two datasets, we found 2,272 genes with corresponding proteins. Out of all genes with corresponding proteins, 239 genes and 120 proteins were differentially expressed (q value < 0.05), 4 h post-MI. 

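Over all genes tested, and not only those with corresponding proteins, 296 genes had a q value under 0.05 at 4 h post-MI compared to sham (limma). Of these, 194 were higher and 102 lower post-MI. The largest increases among genes with a mean of at least 10 CPM and no overlap between MI and sham libraries were in Atf3, Il6 and Socs3. Atf3 rose from 4.41 ± 1.80 CPM (SD, n = 3) in sham hearts to 227 ± 36.8 CPM (SD, n = 3), a log2 fold change of 5.45 (standard error 0.26, limma q = 9.1e-07). The log2 fold change was 4.52 for Il6 (standard error 0.24, limma q = 1.5e-06) and 4.46 for Socs3 (standard error 0.18, limma q = 3.5e-07). The largest decreases by the same criteria were in Rsrp1, with a log2 fold change of -1.44 (standard error 0.20, limma q = 0.0030), Kcnj2, with -0.97 (standard error 0.17, limma q = 0.012), and Zfp770, with -0.84 (standard error 0.19, limma q = 0.042). With a library left out, the q value exceeded 0.05 in 8 of 10 fits for Zfp770 and in 3 of 10 fits for Kcnj2. With each of the 10 libraries left out in turn, between 105 and 560 genes had a q value under 0.05. The balance of directions moved too. It was 99 higher and 6 lower without sham library H, and 277 higher and 283 lower without library G at 24 h. The alternative that moved the count most was limma with array weights, which gave 2500 genes, 1030 higher and 1470 lower.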

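At 24 h post-MI, 8236 of the genes tested had a q value under 0.05 compared to sham (limma), of which 4449 were higher and 3787 lower. With each library left out in turn, the number was between 7334 and 8654. By the same criteria as at 4 h, the largest increases were in Slfn4, from 0.291 ± 0.155 CPM (SD, n = 3) in sham hearts to 452 ± 232 CPM (SD, n = 4), in S100a9, from 0.408 ± 0.0557 to 540 ± 370 CPM, and in S100a8, from 0.197 ± 0.107 to 259 ± 169 CPM. Their log2 fold changes were 8.23 (standard error 0.46, limma q = 1.9e-07), 8.22 (standard error 0.60, limma q = 9.2e-07) and 7.45 (standard error 0.55, limma q = 9.4e-07). The largest decreases were in Lrtm1 (log2 fold change -4.61, standard error 0.46, limma q = 7.3e-06), Lrrc15 (-4.21, standard error 0.27, limma q = 3.9e-07) and Ky (-3.87, standard error 0.27, limma q = 7.2e-07). Compared directly, the hearts at 24 h and at 4 h post-MI differed in 7976 genes with a q value under 0.05 (limma), 4644 higher and 3332 lower at 24 h. With median-ratio rescaling, these numbers were 4143 and 4029.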

24 h post-MI, 1,702 genes and 272 proteins were differentially expressed. Hierarchical clustering dendrogram of gene expression (Figures 1B and S1A) and protein levels (Figure 1C) shows that in both cases, the experimental groups are clustered together, demonstrating significant differences in the transcriptome and proteome post-MI. 

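The separation of the groups was measured on Euclidean distances between libraries, computed from log2(CPM + 1) standardized per gene over the genes tested. The pseudo-F of the 3 groups was 7.32. Of the 4200 labelings of the 10 libraries, 2 gave a value as large, the real labeling and the same labeling with the names of the groups of 3 exchanged (exact permutation test, one-sided p = 0.00048, the smallest this design allows). With average linkage, each of the 3 groups formed its own branch of the tree. Over the 2272 genes with the highest mean, which is the number but not the list of the paper's genes with corresponding proteins, 2 of the groups formed their own branch. The Pearson correlation across genes between libraries of the same group was at least 0.959 at 24 h post-MI, 0.987 at 4 h post-MI and 0.985 in sham. Libraries at 4 h post-MI and sham correlated at between 0.965 and 0.980, and libraries at 24 h post-MI and sham at between 0.775 and 0.900. Genes are not independent replicates, so these correlations describe the libraries. From the grouping of the libraries in the dendrograms, the paper concludes that the transcriptome and proteome differ significantly post-MI.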

Pearson correlation analysis revealed a positive correlation between changes in gene expression and protein expression, both 4 h post-MI (r squared = 0.02; Figure 1D) and 24 h post-MI (r squared = 0.13; Figure 1E). Whereas we found a significant correlation between the changes in gene expression and protein levels in the ischemic heart post-MI and in our search for a 5′ UTR element that may elevate translation of modRNA in the heart post-MI, we were interested in identifying genes with a significant noncorrelation relationship between mRNA and protein expression. Therefore, we screened for genes that encode for proteins with elevated levels in 4 or 24 h post-MI (fold change > 2) and mRNA downregulated at 4 or 24 h post-MI (fold change < 0.64) and 5′ UTR shorter than 100 bp. 

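On the mRNA side of this screen, 444 of the genes with a mean of at least 1 CPM had a fold change under 0.64 at 4 h post-MI compared to sham, and 79 of them also had a q value under 0.05 (limma). At 24 h post-MI, 2675 genes had a fold change under 0.64, and 2605 of them a q value under 0.05. With the ratio of geometric means of CPM + 1 in place of the ratio of arithmetic means, the numbers were 203 at 4 h and 2367 at 24 h. Protein levels were not analysed here.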

We were able to identify 3 genes in 4 h (Figure 1F) and 18 genes in 24 h (Figure 1G) that displayed high protein expression accompanied with lower or unchanged mRNA level, 24 h post-MI, compared to sham hearts. 

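For the 3 genes of Fig. 1F at 4 h post-MI, the mRNA fold change compared to sham was 0.658 ± 0.391 (propagated SD, n = 3 and 3) for Pygl, 0.570 ± 0.340 for Serpina1b and 0.520 ± 0.112 for Frmd5. The sham and MI libraries overlapped for Pygl and Serpina1b. The single sham library I, at 7.99 CPM, exceeded the others at 3.65 and 2.70 CPM for Pygl. For Frmd5 the 3 MI libraries were between 45.8 and 47.5 CPM and the sham libraries between 67.9 and 103 CPM. None of the 3 genes had a q value under 0.05 (limma, q = 0.74 for Pygl, 0.31 for Serpina1b and 0.22 for Frmd5). Before adjustment, 1 of the 3 genes, Frmd5, was under 0.05 in the same test. The q value of Frmd5 was 0.011 in a model of the 6 libraries of these groups alone, and over the alternatives run for this gene it ranged from 0.0046 (limma array weights) to 0.53. For the 18 genes of Fig. 1G at 24 h post-MI, every fold change was under 0.64, from 0.171 for Fn3k to 0.629 for Itm2b. With the ratio of geometric means of CPM + 1, 17 of the 18 were under 0.64, and Pzp had 0.903. In 17 of the 18 genes, every library at 24 h post-MI was lower than every sham library, whereas 5.71% of the splits of 4 against 3 libraries give no overlap in either direction. Those 17 genes passed the filter on low values. Each had a q value under 0.05 (limma), both over all genes tested and with the adjustment over the list alone. However, the paper selected the 18 genes for a fall at 24 h in these libraries. The missing overlap and the q values are therefore largely set by the selection, and the 5.71% is no test of them. Of all 2675 genes under 0.64 at 24 h, 2605 had a q value under 0.05 (limma). At 4 h post-MI, 2 of the 18 genes had a fold change under 0.64 and 10 had a fold change above 1. Pygl, listed at 4 h only, was 8.31-fold higher than sham at 24 h post-MI, at 39.8 ± 21.5 CPM (SD, n = 4).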

We identify 5 genes (gelsolin [Gsn], pregnancy-zone protein [Pzp], Serpina, fructosamine 3 kinase [Fn3k], and carboxylesterase 1D [Ces1d], marked in yellow, in Figures 1F and 1G) that had the shortest 5′ UTR among those 19 genes (as FERM domain containing 5 [Frmd5] and Serpina 1b are present in both our 4- and 24-h screen results), with an upregulated protein expression not related to their mRNA expression post-MI. In addition, we validate Ces1d expression results using qPCR and western blot, showing similar mRNA and protein expression as evaluated by RNA sequencing (RNA-seq) and proteomic analysis (Figures S1B–S1D).

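Gsn, on chromosome 2 of mm10 from 35256359 to 35307903, had 1044 ± 200.01 CPM (SD, n = 3) in sham hearts, 1387 ± 102 CPM (SD, n = 3) at 4 h and 503 ± 148 CPM (SD, n = 4) at 24 h post-MI. Its log2 fold change at 24 h was -1.09 (standard error 0.22, limma q = 0.0012). Fn3k, on chromosome 11 from 121434953 to 121450491, had 12.0 ± 0.872 CPM in sham hearts, 12.9 ± 1.74 CPM at 4 h and 2.04 ± 0.789 CPM at 24 h post-MI, with a log2 fold change at 24 h of -2.12 (standard error 0.18, limma q = 2.1e-06). Serpina1b, on chromosome 12 from 103728156 to 103738190, had low values, 2.48 ± 1.10 CPM in sham hearts, 1.41 ± 0.562 CPM at 4 h and 0.662 ± 0.153 CPM at 24 h post-MI. Its log2 fold change at 24 h was -1.02 (standard error 0.22, limma q = 0.0015). Serpina1c and Serpina1e are paralogs between which the counting can divide reads. The values of Serpina1c at 24 h were at most 0.106 CPM, under 3 estimated reads, and the sum over the 3 listed Serpina1 genes had a fold change of 0.246. Pzp, on chromosome 6 from 128483567 to 128526721, was close to the smallest value the depth can show, with an estimated 1 to 11.7 reads per library. It had 0.241 ± 0.203 CPM in sham hearts, 0.177 ± 0.179 CPM at 4 h and 0.112 ± 0.0435 CPM at 24 h post-MI, the groups overlapped, and a difference was not detectable at this depth. Pzp was under the filter of 1 CPM and was not part of the limma test.

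**Figure D1:**
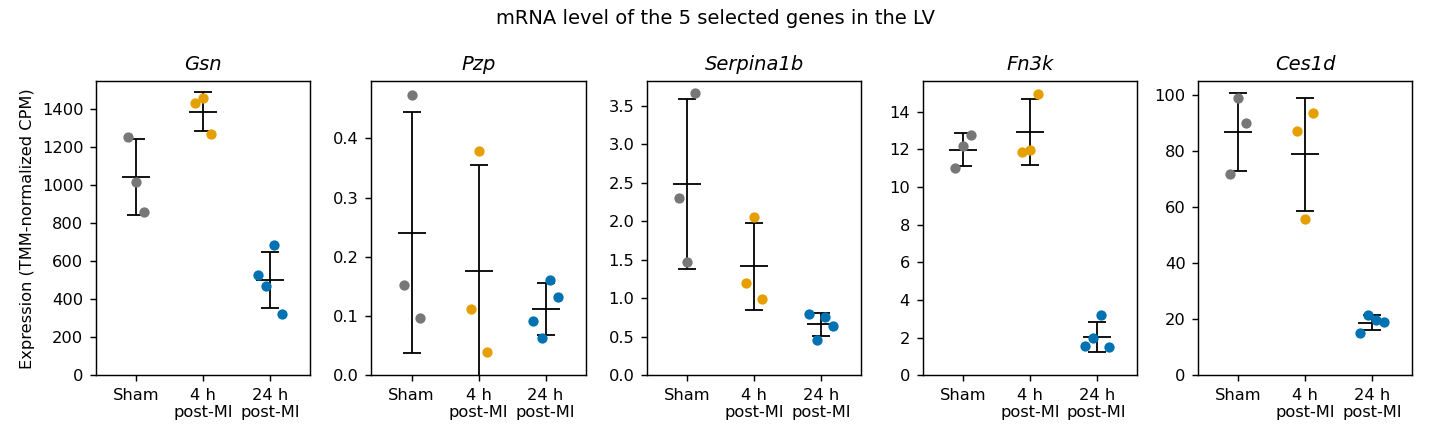
Expression of Gsn, Pzp, Serpina1b, Fn3k and Ces1d in TMM-normalized CPM (vertical axes, each from 0 and on its own scale) in sham hearts and hearts at 4 and 24 h post-MI (horizontal axes). Each point is 1 library, and bars give the mean and SD of 3, 3 and 4 libraries, with the SD bar of Pzp at 4 h ending at 0. The groups overlap for Pzp, whereas every Fn3k value at 24 h post-MI, at most 3.18 CPM, lies under every sham value, at least 11.0 CPM.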

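In the RNA-seq libraries, Ces1d (chromosome 8 of mm10, from 93166072 to 93197805 on the minus strand) had 86.8 ± 13.8 CPM (SD, n = 3) in sham hearts, 78.8 ± 20.2 CPM (SD, n = 3) at 4 h post-MI and 18.8 ± 2.72 CPM (SD, n = 4) at 24 h post-MI. The 4 libraries at 24 h were between 15.0 and 21.5 CPM, under the lowest sham library at 71.7 CPM. The fold change was 0.908 at 4 h and 0.216 ± 0.0465 (propagated SD) at 24 h, and the log2 fold change at 24 h was -2.15 (standard error 0.18, limma q = 2.6e-06). With each library left out in turn it stayed between -2.28 and -2.05. The change from 4 h to 24 h was a log2 fold change of -1.99 (limma q = 6.0e-06). Ces1e, the other Ces1 gene listed, had at most 0.0761 CPM at 24 h, or 2 estimated reads, and between 0.253 and 0.484 CPM in sham hearts, so Ces1d makes up nearly all of the sum over both genes. The qPCR and western blot values were not analysed here.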

**Figure 1:**
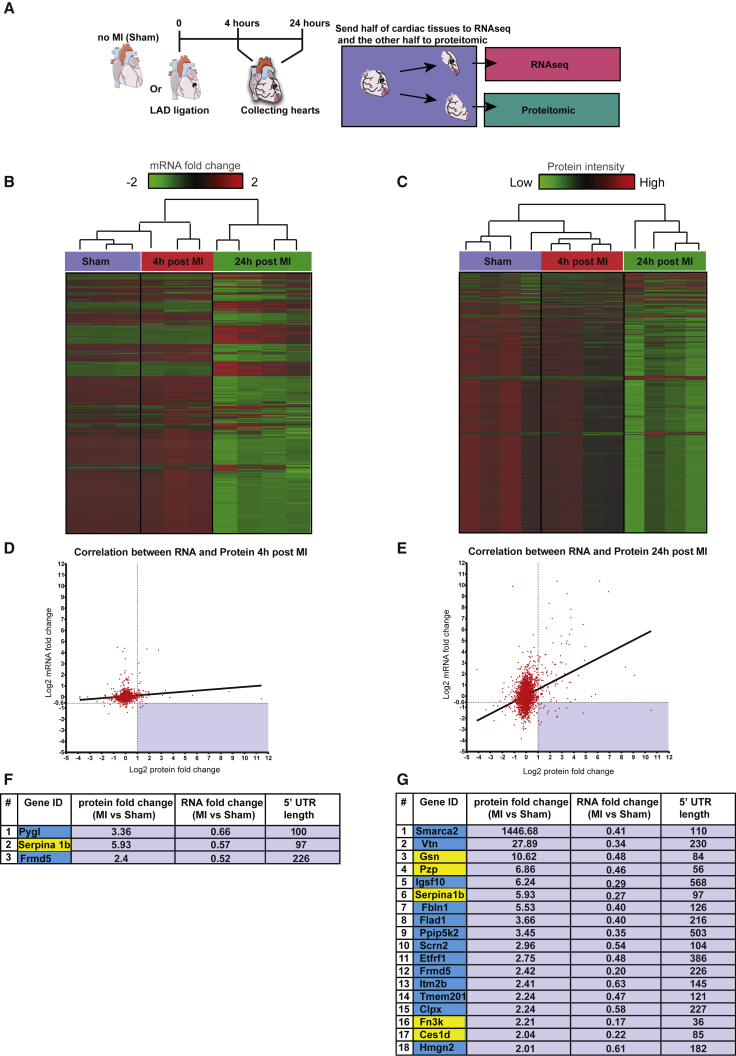
Characterizing the Ischemic Heart Transcriptome and Proteome (A) Sham-operated heart or heart, 4 or 24 h post-MI was collected, and the ischemic area tissue (or equivalent area in sham hearts) was divided into two equal pieces. One-half of the ischemic heart was sequenced for transcriptomic analysis (n = 10 total, Sham n = 3, 4 h post-MI n = 3, or 24 h post-MI n = 4), whereas the other one-half of the ischemic heart was evaluated for protein level using mass spectrometry (n = 12 total, Sham n = 4, 4 h post-MI n = 4, or 24 h post-MI n = 4). (B and C) Hierarchical clustering dendrogram of 2,272 genes with corresponding mRNA level (B) or 2,397 protein intensity (C) in Sham, 4 h post-MI or 24 h post-MI hearts. (D and E) Correlation analysis between changes in levels of proteins and mRNA in the LV, 4 (D) or 24 (E) h post-MI. The bottom-right shaded rectangles include genes that show static or reduced mRNA levels post-MI, whereas their encoded protein levels increased with comparison to sham. (F and G) A list of genes that encode for proteins with elevated protein levels (fold change > 2), while showing mRNA downregulated (fold change < 0.64), 4 h (F) or 24 h (G) post-MI. Genes with yellow backgrounds have a 5′ UTR that is shorter than 100 base pairs (see Table S1 for the full sequences of the 5′ UTR of the 5 genes).

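The 5′ UTRs of the 5 genes were located in the GENCODE M21 annotation of GRCm38 (mm10), in the transcript most similar to the sequence given in Table S1, as the stretch of the paper's length before the start codon. Table S1 was read from extracted text, so single bases of it were not compared. For Gsn this was 84 nt in exon 1, chromosome 2 from 35282380 to 35282463, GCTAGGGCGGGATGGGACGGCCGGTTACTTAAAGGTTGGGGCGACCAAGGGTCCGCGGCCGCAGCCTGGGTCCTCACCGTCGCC, with 70.2% G and C and 1 ATG. For Pzp it was 56 nt in exon 1, chromosome 6 from 128526665 to 128526720, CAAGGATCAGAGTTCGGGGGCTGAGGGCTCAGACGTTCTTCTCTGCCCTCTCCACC, with 60.7% G and C. For Fn3k it was 36 nt in exon 1, chromosome 11 from 121434953 to 121434988, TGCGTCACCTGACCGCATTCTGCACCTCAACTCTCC, with 58.3% G and C, and the annotated 5′ UTR of that transcript is 76 nt long. For Ces1d it was 85 nt in exon 1, chromosome 8 from 93197720 to 93197804 on the minus strand, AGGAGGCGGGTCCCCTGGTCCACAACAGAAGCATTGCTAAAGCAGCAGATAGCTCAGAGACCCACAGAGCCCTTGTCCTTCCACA, with 56.5% G and C, within an annotated 5′ UTR of 119 nt. For Serpina1b the most similar transcript has an annotated 5′ UTR of 66 nt, shorter than the paper's 97 nt. It lies on chromosome 12 in exon 1 from 103738097 to 103738158 and exon 2 from 103732589 to 103732592, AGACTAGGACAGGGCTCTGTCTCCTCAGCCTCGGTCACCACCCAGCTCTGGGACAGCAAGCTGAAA. The 5′ UTRs of Pzp, Fn3k, Ces1d and Serpina1b located this way hold no ATG upstream of the start codon.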

To evaluate the translational efficiency of their 5′ UTR, we designed a Luc modRNA construct carrying different 5′ UTRs taken from the selected genes (Figure 2A). We then compared the expression of 5 newly designed, different Luc modRNAs with different 5′ UTRs with our Luc modRNAs that carry artificial 5′ UTRs (36 nt, Luc-Control) and are commonly used for *in vitro* modRNA production (Figure 2B). Our *in vitro* screening showed that all Luc modRNAs carrying different 5′ UTRs allowed protein translation of modRNA in rat neonatal cardiomyocytes (RNCMs). However, in comparison to the Luc-Control, Gsn, Pzp, Serpina, and Fn3k had significantly lower translation, except Luc modRNA carrying 5′ UTR of Ces1d (Luc-Ces1d), which showed a significant increase of 23% in modRNA translation in comparison to Luc-Control (Figure 2C). To evaluate that this result is not due to different transfection efficiency, a parallel *in vitro* experiment was done with cotransfection of firefly Luc modRNA carrying different 5′ UTR modRNAs and renilla Luc modRNA as an internal control that carries control 5′ UTR in neonatal rat CMs. 24 h post-transfection, we used IVIS system to measure simultaneously the translation of the two different luciferase (firefly and renilla) modRNA *in vitro* (Figure S2). Our results show, similar to Figure 2, that Ces1d modRNA gave significantly higher firefly Luc modRNA translation with comparison to firefly Luc-Control modRNA, without significant change in renilla Luc modRNA translation. These results indicate that the high translation is due to the use of Ces1d 5′ UTR and not due to different transfection efficiency.

**Figure 2:**
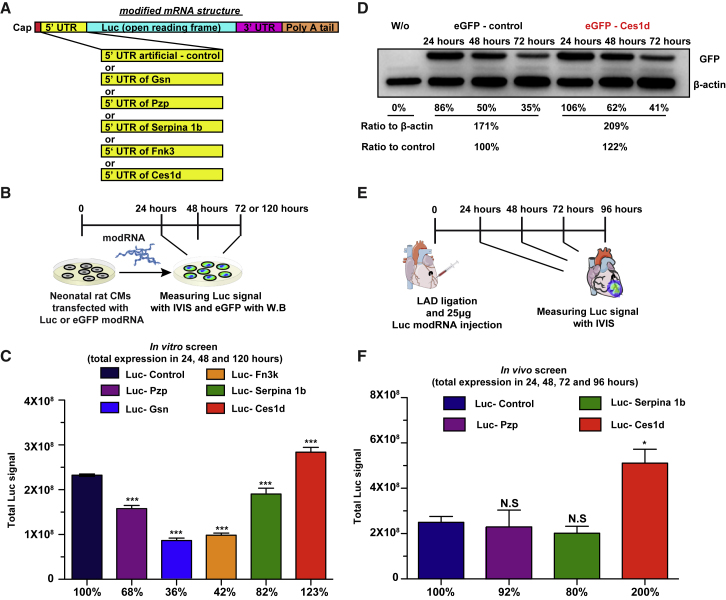
Evaluating the Translation Efficiency of modRNA Carrying Different Potential 5′ UTRs in Neonatal Rat CMs or in a Mouse Heart Ischemic Model (A) Schematic representation of modRNA structure and the replacement of different potential 5′ UTRs in the Luc modRNA. (B) Experimental plan to evaluate the translation efficiency of Luc or GFP modRNA carrying different potential 5′ UTRs in neonatal rat CMs using IVIS or western blot analysis, respectively. (C and D) Quantification of the IVIS (C; n = 4) and western blot (D) experiments that were described in (B). (E) Experimental plan to evaluate the translation efficiency of Luc modRNA carrying different potential 5′ UTRs in mouse hearts, 24 h post-MI using IVIS analysis. (F) Quantification of the IVIS experiment that was described in (E) (n = 4). One-way ANOVA and Tukey’s multiple comparison test were used for (C) and (F). ∗∗∗p < 0.001, ∗p < 0.05; N.S, not significant.

Additionally, to confirm our finding, we made EGFP modRNA, carrying 5′ UTR of Ces1d (EGFP-Ces1d), or EGFP modRNA, carrying artificial 5′ UTR (EGFP-Control) and compared their translation level of EGFP using western blot in neonatal rat CMs. Similar to our previous results, EGFP-Ces1d showed a 22% increase in modRNA translation in comparison to EGFP-Control (Figure 2D).

We decided to evaluate further our Luc modRNA carrying different 5′ UTRs in an MI mouse model. We selected the Luc-5′ UTR modRNAs (Pzp, Serpina 1b, and Ces1d) that showed the highest translation in our *in vitro* assay (Figures 2B–2D), and we measured their translation at 1, 2, and 3 days post-MI (Figure 2E). Our analysis revealed that Luc-Ces1d modRNA had a significantly (2-fold) higher expression in comparison to Luc-Control or Luc modRNA carrying 5′ UTR of Pzp or Serpina (Figure 2F).

To identify if Ces1d 5′ UTR regulates protein translation only in the heart ischemic mouse model, we evaluated both Luc-Ces1d and Luc-Control modRNA translation in a nonischemic heart (Figures 3A and 3B) or ischemic heart mouse models (Figures 3C, 3D, S3A, and S3B). We show that whereas there were no significant changes in the translation level of Luc-Ces1d in comparison with Luc-Control in the heart without MI, 1, 2, and 3 days post-injection, there is a significantly higher translation of Luc-Ces1d, 2 days post-MI in comparison to the Luc-Control. This may indicate that Ces1d enhances modRNA translation in the heart only under an ischemic condition, such as MI.

**Figure 3:**
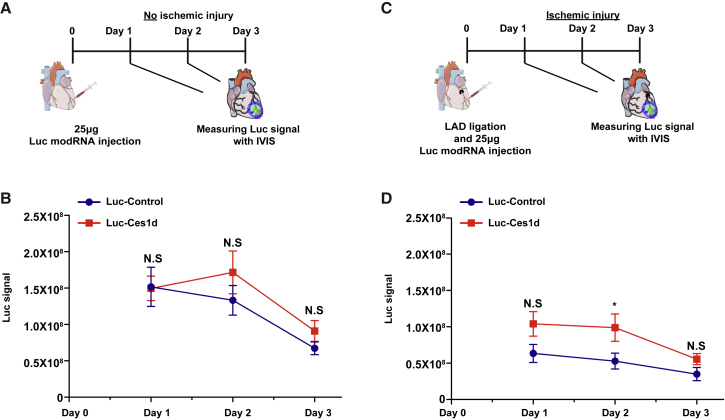
5′ UTR of Ces1d Enhances Significantly mRNA Translation in Ischemic Heart but Not in a Nonischemic Mouse Model (A) Experimental plan to evaluate the translation efficiency of Luc modRNA carrying 5′ UTR of Ces1d or artificial (control) 5′ UTR in a nonischemic heart model. (B) Quantification of the experiment that was described in (A) (n = 15). (C) Experimental plan to evaluate the translation efficiency of Luc modRNA carrying 5′ UTR of Ces1d or artificial (control) 5′ UTR in an ischemic heart model. (D) Quantification of the experiment that was described in (C) (n = 15). Two-way ANOVA and Tukey’s multiple comparison test were used for (B) and (D). ∗p < 0.05; N.S, not significant.

We then wanted to evaluate the role of Ces1d in modRNA translation under an ischemic condition in other organs besides the heart. As acute hepatic or renal ischemia may lead to hepatic or renal failure that may be fatal, we decided to choose both liver and kidney as two representative organs for ischemic disease. Similar to the heart, ischemic injury in the liver significantly increases the expression of Luc-Ces1d (4 h post-delivery) in comparison to Luc-Control (Figures 4A–4D, S3C, and S3D). Again, similar to the heart, no significant differences were seen between groups in the liver without ischemic injury (Figures 4A and 4B). On the contrary, Luc-Ces1d had no significant translation differences in comparison to Luc-Control in the ischemic and nonischemic condition in the kidney (Figures 4E–4H, S3E, and S3F).

**Figure 4:**
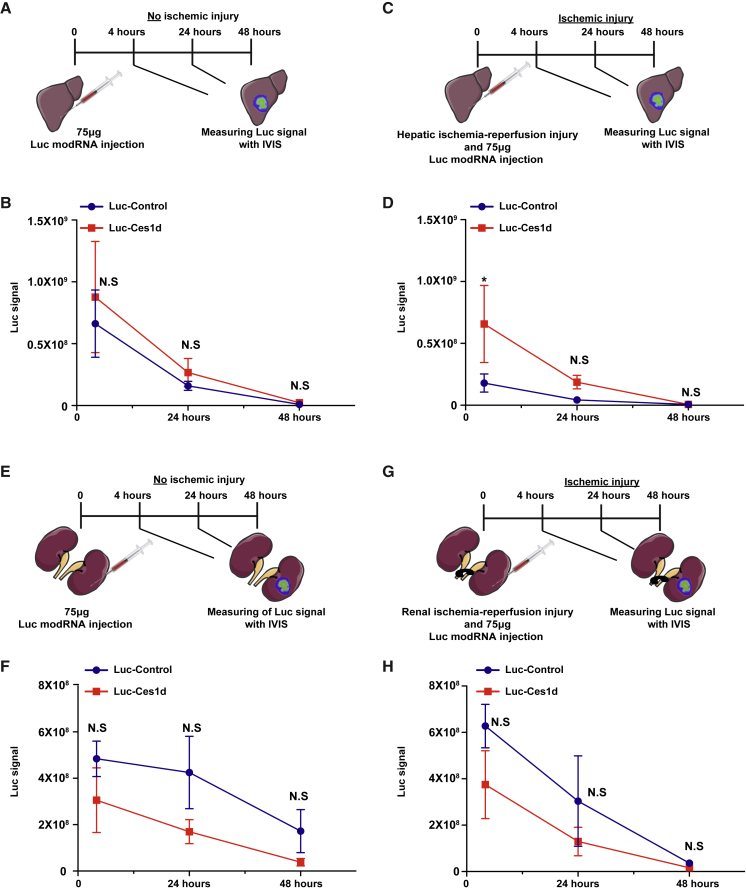
5′ UTR of Ces1d Enhances Significantly Luc modRNA Translation in Liver but Not in a Nonischemic or Kidney Ischemic Mouse Model (A) Experimental plan to evaluate the translation efficiency of Luc modRNA carrying 5′ UTR of Ces1d or artificial (control) 5′ UTR in a nonischemic liver model. (B) Quantification of the experiment that was described in (A) (n = 6). (C) Experimental plan to evaluate the translation efficiency of Luc modRNA carrying 5′ UTR of Ces1d or artificial (control) 5′ UTR in an ischemic liver model. (D) Quantification of the experiment that was described in (C) (n = 6). (E) Experimental plan to evaluate the translation efficiency of Luc modRNA carrying 5′ UTR of Ces1d or artificial (control) 5′ UTR in a nonischemic kidney model. (F) Quantification of the experiment that was described in (E) (n = 6). (G) Experimental plan to evaluate the translation efficiency of Luc modRNA carrying 5′ UTR of Ces1d or artificial (control) 5′ UTR in an ischemic kidney model. (H) Quantification of the experiment that was described in (G) (n = 6). Two-way ANOVA and Tukey’s multiple comparison test were used for (B), (D), (F), and (H). ∗p < 0.05; N.S, not significant.

To identify the RNA element in Ces1d 5′ UTR that is responsible for the significant enhancement of translation of modRNA carrying Ces1d 5′ UTR, we examined the Ces1d 5′ UTR consensus elements that had been conserved among different species (e.g., mouse, rat, pig, gerbil, and human). Interestingly, 4 out of the 5 elements (elements B, C, D, and E) were conserved among species (Figure 5A). 

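The mouse sequences of the 5 elements, as drawn in Fig. 5A, were matched to the 85 nt of the Ces1d 5′ UTR in exon 1 of the GENCODE M21 transcript (GRCm38, chromosome 8, minus strand). All 5 matched exactly and follow each other without a gap. Element A, AGGAGGCGGGTCCCCTGGTCCA, covers positions 1 to 22 from the 5′ end (93197783 to 93197804) with 72.7% G and C. Element B, CAACAGAAGCATTGCTAAAGCAG, covers positions 23 to 45 (93197760 to 93197782) with 43.5% G and C. Element C, CAGATAGC, covers positions 46 to 53 (93197752 to 93197759) with 50.0% G and C. Element D, TCAGAGACCCACAGAGCCC, covers positions 54 to 72 (93197733 to 93197751) with 63.2% G and C. Element E, TTGTCCTTCCACA, covers positions 73 to 85 (93197720 to 93197732), next to the start codon, with 46.2% G and C. The sequences of the other species were not analysed here.

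**Figure D2:**
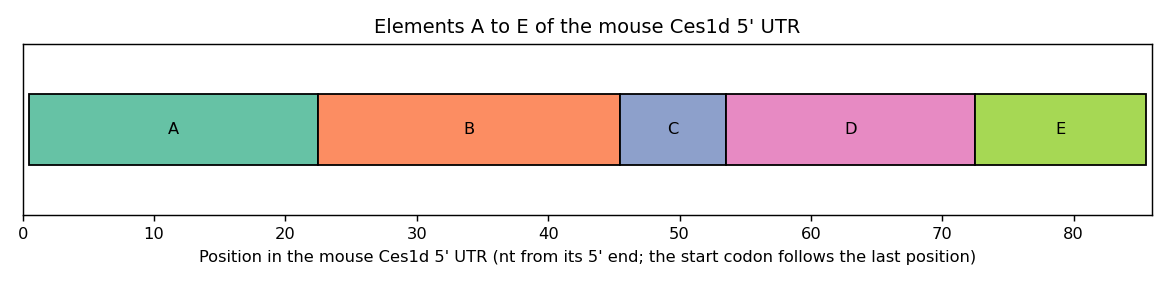
Map of elements A to E along the mouse Ces1d 5′ UTR, drawn to scale in nt from its 5′ end (horizontal axis). Element B is the longest at 23 nt and element C the shortest at 8 nt.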

Based on this information, we designed a Luc modRNA construct carrying different 5′ UTR elements of Ces1d (elements A–E) and compared its translation ability in neonatal rat CM to Luc-Ces1d (Figures 5B and 5C). Our results indicated a significant reduction in translation ability in elements A, B, C, and E but not in D (Figure 5C). We hypothesized that element D is the RNA element that is responsible for the higher translation ability of Luc-Ces1d. To test our hypothesis, we compared in an ischemic heart model the expression of Luc-Ces1d or Luc-element D with Luc-Control over 3 days (Figure 5D). Our results show that Luc modRNA, carrying 5′ UTR of Ces1d or element D, has higher translation in comparison to Luc-Control (Figure 5E). Intriguingly, element D alone had a significantly higher translation in the heart at day 3 post-MI (Figure 5D). Overall, with the combination of the 3-day readout, Luc-element D has a 2.5-fold higher translation in the heart post-MI in comparison to the widely used artificial 5′ UTR (Luc-Control). However, Luc-element D failed to increase translation over Luc-Ces1d in liver ischemic injury (Figures S4A and S4B) and over Luc-Ces1d or Luc-Control in heart nonischemic injury (Figures S5A and S5B).

**Figure 5:**
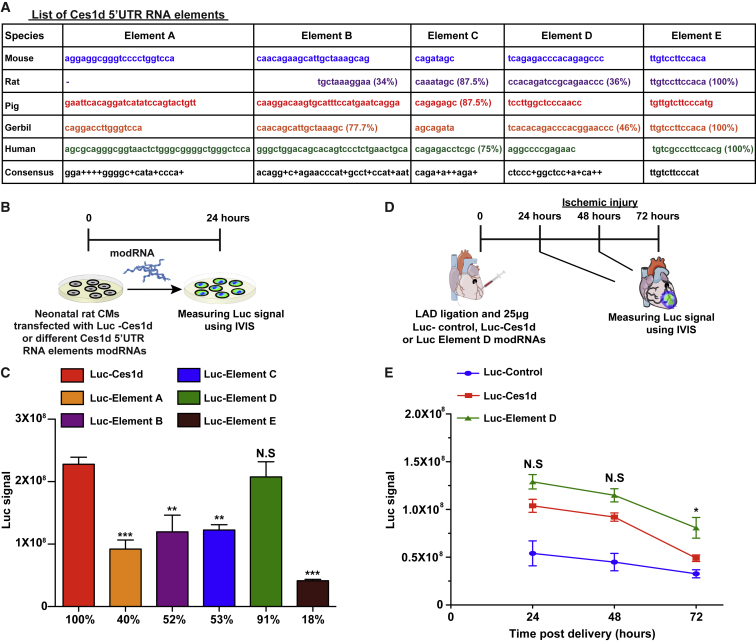
A Specific RNA Element in 5′ UTR of Ces1d Enhances Significantly Luc modRNA Translation in a Heart Ischemic Mouse Model (A) List of the different RNA elements in 5′ UTR of Ces1d that has been conserved across different species. (B) Experimental plan to evaluate the translation efficiency of different RNA elements in 5′ UTR of Ces1d in neonatal rat CMs using Luc modRNA and IVIS analysis. (C) Quantification of the experiments that were described in (B) (n = 4). (D) Experimental plan to evaluate the translation efficiency of Luc modRNA carrying full-length 5′ UTR of Ces1d, only element D from Ces1d 5′ UTR, or artificial (control) 5′ UTR in an ischemic heart model. (E) Quantification of the experiments that were described in (D) (n = 5). One-way ANOVA and Tukey’s multiple comparison test were used for (C). Two-way ANOVA and Tukey’s multiple comparison test were used for (E). ∗∗∗p < 0.001, ∗∗p < 0.01, ∗p < 0.05; N.S, not significant.

## Discussion

The use of modRNA as a gene-delivery tool is growing in the field of therapeutic medicine. Our laboratory aims to use modRNA to induce cardiac protection and cardiovascular or cardiac regeneration post-myocardial infarction.^8^ Zangi et al.^6^ have shown that immediate delivery of vascular endothelial growth factor (VEGF)-A modRNA in a MI mouse model led to induction of cardiovascular regeneration. A follow-up study in large animals shows a significant improvement of cardiac function when VEGF-A modRNA was delivered 1 week post-MI.^40^ Recently, it was shown that intradermal delivery of VEGF-A modRNA in patients suffering from type 2 diabetes is safe and may promote angiogenesis.^41^ VEGF-A modRNA has now been evaluated in phase 2a human clinical trials to improve cardiac function in heart-failure patients. In parallel, other groups are using the modRNA platform in preclinical studies of different liver diseases to deliver different target genes. The different liver disease models that have been used are for factor IX deficiency hemophilia B,^42^ acute intermittent porphyria,^43^ glycogen storage disease type 1A,^44^ thrombotic thrombocytopenic purpura,^45^ alpha-1 antitrypsin deficiency,^46^ Crigler-Najjar syndrome type 1,^47^ and urea cycle disorder^48^ with target genes of FIX, PBGD, glucose-6-phosphatase, ADAMTS13, SERPINA1, bilirubin-UGT, and ornithine transcarbamoylase, respectively. As was described above, both the heart and liver disease have been heavily studied in search for new treatments. One of the obstacles in moving to large animals and clinical trials is the need for a large amount of modRNA to transfect human or large-animal heart and liver. In addition, due to the short expression of modRNA, there might be a need to deliver the modRNA several times. In order to reduce the need for a large amount of modRNA for delivery, we aim to improve modRNA translation so the amount of protein that has been received from the same amount of modRNA will be higher.

Several elements within RNA are responsible for the regulation of translation, including type of nucleotides, poly(A) tail length, or the structure of 5′ UTR, 3′ UTR, and cap analog. We showed that replacement of pseudouridine with N1-Methyl-Pseudouridine-5'-Triphosphate (1-M-pseudouridine) results in a higher modRNA translation in the heart of the latter.^4^ In addition we found that a longer poly(A) tail can increase the translation of the modRNA *in vivo* (unpublished data). Here, we describe a unique first-of-this-kind screen, comparing proteomic and transcriptomic analysis to identify the 5′ UTR sequence that can increase the translation of modRNA in an ischemic condition with comparison to the widely used artificial 5′ UTR that has been used in previous modRNA publications.^4^, ^5^, ^6^^,^^14^^,^^40^^,^^41^

Our data show that there is a positive correlation at both 4 and 24 h post-MI in mRNA levels and protein intensity in the ischemic heart. However, we were able to identify 19 different genes with negative correlation, in which their mRNA level was reduced or unchanged, whereas their protein levels were upregulated, 4 and 24 h post-MI. The average length of 5′ UTRs is ∼100 to ∼220 nt across species.^49^ In vertebrates, longer 5′ UTRs tend to be associated with poor translation.^50^ Therefore, we decided to select 5 genes with the shortest 5′ UTR (<100 base pairs) (Figure 1).

Negative correlation between mRNA levels and protein expression has been reported, especially upon internal or external stimuli that trigger alteration in translation of specific genes. VEGF has been shown to be a stress-induced protein in many conditions, such as hypoxia and hypoglycemia.^51^^,^^52^ Other genes in which translation changes in response to stimulation of internal or external signals are platelet-derived growth factor 2 (PDGF2) and transforming growth factor β (TGF-β).^53^ During the embryonic stage, when most of the organ development and cell differentiation takes place, translation regulation plays a significant role by altering the levels of expression of specific mRNA subsets during a certain time frame, whereas the bulk of transcripts remain unaffected.^54^, ^55^, ^56^

In our study, we were able to identify several 5′ UTRs that may allow translation of modRNA in the heart or liver post-ischemic injury. Both Pzp and Serpina 1b 5′ UTR show nonsignificant and similar translation ability as the control 5′ UTR sequence *in vivo* (Figures 2E and 2F). As our control 5′ UTR (artificial 5′ UTR) is the top and most known and commonly used 5′ UTR in the mRNA field,^6^^,^^40^^,^^57^, ^58^, ^59^, ^60^, ^61^ we believe that these results indicate how well, relative to this premium control, our selected 5′ UTR sequences performed.

In this particular work, we focused on the 5′ UTR of Ces1d (Figures 2, 3, and 4) as an enhancer of modRNA translation in cardiac and hepatic ischemic conditions. Ces1d belongs to a family of carboxylesterases that have important roles in lipid metabolism, and they hydrolyze endogenous esters and thioesters. Carboxylesterases are known for involvement in the detoxification of environmental toxicants, as well as the prodrug metabolism. Ces1d is the functional mouse ortholog of human CES1 and has similar protein-expression profiles at different cells or tissues as CES1. Several roles of Ces1d have been reported to be directly associated with lipid metabolism.^62^, ^63^, ^64^ As lipid metabolism is an important process for normal heart function, fatty acids are the preferred substrates under aerobic conditions.^65^ As Ces1d association with lipid metabolism and as MI lead to alteration of the lipid metabolism, we hypothesize that Ces1d mRNA has been triggered by the ischemic condition in the heart post-MI, which leads it to translate better. We showed that element D is the RNA element in Ces1d that is responsible for the elevation in mRNA translation post-MI (Figure 4). It will be interesting to evaluate the element D and Ces1d in different ischemic conditions and different organs bedsides the heart, liver, and kidney. The fact that Ces1d gave higher translation in the ischemic heart and liver but not the kidney is interesting, as all three organs primarily use fatty acid oxidation for energy. This may indicate that each organ and physiological condition will need a separate evaluation using a similar approach as ours.

In conclusion, we have identified the 5′ UTR of Ces1d and RNA element D in Ces1d 5′ UTR as RNA elements for improving modRNA translation in the heart and liver post-ischemic injury. This may have clinical applications, as both organs have been heavily targeted with modRNA in different cardiac and hepatic diseases. Our results may contribute to designing superior modRNA for preclinical studies in ischemic cardiac and liver diseases, carrying 5′ UTR of Ces1d or RNA element D.

## Methods

### Mice

All animal procedures were performed according to protocols approved by the Icahn School of Medicine at Mount Sinai Institutional Care and Use Committee. Swiss Webster (CFW) mice were used for the study. Before surgery, mice were anesthetized with a cocktail of 100 mg/kg ketamine and 10 mg/kg xylazine. For protein expression, mice were injected with 25 μg of modRNA in citrate buffer directly into the myocardium during open-chest surgery. When required, 25 μg of modRNA was injected into the border zone with three injections immediately after left anterior descending artery (LAD) ligation.

### modRNA Synthesis

Clean PCR products generated with plasmid templates (GeneArt; Thermo Fisher Scientific) were used as the template for mRNA. modRNAs were generated by transcription *in vitro* with a customized ribonucleoside blend of anti-reverse cap analog, 3′-O-Me-m^7^G(5′)ppp(5′)G (6 mM; TriLink Biotechnologies), guanosine triphosphate (1.5 mM; Life Technologies), adenosine triphosphate (7.5 mM; Life Technologies), cytidine triphosphate (7.5 mM; Life Technologies), and N1-Methyl-Pseudouridine-5'-Triphosphate (7.5 mM; TriLink Biotechnologies). The mRNA was purified with the MEGAclear kit (Life Technologies) and treated with Antarctic Phosphatase (New England Biolabs). It was then repurified with the MEGAclear kit. The mRNA was quantified on a NanoDrop spectrometer (Thermo Scientific), precipitated with ethanol and ammonium acetate, and resuspended in 10 mM Tris-HCl and 1 mM EDTA.

### Rat Neonatal CM Isolation

Ventricular RNCMs were isolated from 3- to 4-day-old Sprague-Dawley rat pups by a Pierce primary cardiomyocytes isolation kit (Thermo Fisher Scientific; catalog number 88282). After isolation, cells were incubated in 10% horse serum DMEM and change media, and a cardiomyocyte growth supplement was added after 16 h and transfected with modRNA.

### *In Vitro* modRNA Transfection

2.5 μg/well of a 24-well plate of Luc modRNA or 10 μg/well of a 6-well plate of nuclear GFP (nGFP) modRNA was transfected into neonatal rat CMs using the transfection reagent jetPEI (Polyplus).The transfection mixture was prepared according to the manufacturer’s protocol, and then it was added to cells cultured in DMEM containing 10% fetal bovine serum (FBS) and antibiotic-antimycotic (anti-anti). Then, 24 h post-transfection, the expression level of cells was imaged and measured in IVIS, or cell lysates were collected and analyzed by western blot.

#### Heart Ischemic Injury

MI was induced by permanent ligation of the LAD. The left thoracic region was shaved and sterilized. After intubation, the heart was exposed by left thoracotomy. The LAD was ligated with a suture. Mouse hearts without (sham) or with ischemic injury (MI) were collected at 4 and 24 h post-MI (Figure 1A). The ischemic area tissue (or equivalent area in sham hearts) was collected and divided into two pieces and snap frozen quickly. One-half of the ischemic heart tissues was sent for RNA-seq, whereas the other one-half was sent for proteomics analysis to evaluate gene and protein fold change, respectively, between MI and sham hearts. When required, we injected 25 μg modRNA into the infarct border zone immediately after LAD ligation. The thoracotomy and skin were sutured closed in layers. Excess air was removed from the thoracic cavity, and the mouse was removed from ventilation when normal breathing was established.

#### Liver Ischemic Injury

Liver ischemia was induced by closing the left lateral lobe and median for 1 h, and 25 μg modRNA was injected into the left lateral lobe in three different injections immediately after clip was removed.

#### Kidney Ischemic Injury

Kidney ischemia was induced by applying a micro clip onto the renal artery and renal vein. Successful ischemia can be visually confirmed by a gradual uniform darkening of the kidney. The clip was removed after 30 min, and 25 μg of modRNA was injected in the kidney with three injections.

### *In Vivo* modRNA Delivery

Luc modRNA (25 μg) in a total volume of 60 μL in Tris-borate (TB) buffer was delivered via direct injection to the myocardium. The sucrose-citrate buffer contains 20 μL sucrose in nuclease-free water (0.3 g/mL) and 20 μL citrate (0.1 M, pH 7; Sigma) mixed with 20 μL modRNA. The transfection mixture was directly injected (three individual injections, 20 μL each) into the heart, kidney, or liver.

### Detection of Luciferase Expression Using the IVIS System

Bioluminescence imaging of the transfected cells (24–72 h) or injected mice was taken at different time points (4–144 h) in the IVIS system. To visualize cells expressing firefly luciferase *in vitro*, D-luciferin was added to the cell-culture plate, and an image was taken in the IVIS system (IVIS Spectrum National Center for Research Resources [NCRR] S10-RR026561-01 at the Preclinical Small Imaging Core at Mount Sinai Medical Center). To visualize cells expressing renilla luciferase *in vitro*, cells were washed twice with media, renilla luciferase substrate was added to the cell-culture plate, and an image was taken in emission filter 500. To visualize tissues expressing Luc *in vivo*, mice were anesthetized with isoflurane (Abbott Laboratories), and luciferin (150 μg/g body weight; Sigma) was injected intraperitoneally. Mice were imaged using an IVIS imaging system (IVIS Spectrum NCRR S10-RR026561-01 at the Preclinical Small Imaging Core at Mount Sinai Medical Center) every 2 min until the Luc signal reached a plateau. Imaging data were analyzed and quantified with Living Image software.

### Western Blotting

Cell lysates were collected and subjected to SDS-PAGE in 12% precast NuPAGE Bis/Tris gels (Invitrogen) under reducing conditions in MES running buffer (Invitrogen). The resulting bands were transferred onto a nitrocellulose membrane (Bio-Rad) by blotting in a semidry transfer apparatus with NuPAGE-MOPS (3-(*N*-morpholino)propanesulfonic acid) transfer buffer (Invitrogen). The membrane was blocked by incubation with Tris-buffered saline (TBS)/Tween containing 5% dry milk powder and incubated with specific primary antibodies overnight at 4°C. It was then washed in TBS/Tween and incubated with rabbit or goat secondary antibodies conjugated to horseradish peroxidase for 1 h at room temperature. Antibody binding was detected with an enhanced chemiluminescence (ECL) detection system (Pierce). We used prestained protein standards (Amersham) to determine molecular weight.

### RNA Isolation

Total RNA was isolated with an RNeasy Mini Kit (QIAGEN), and DNA was degraded by treatment with TURBO DNase (Invitrogen). RNA quality was checked by a bioanalyzer.

### RNA Sequencing

Poly(A)-tailed RNA was prepared by the Epigenomics Core at Cornell Medical College, with the mRNA Seq Sample Prep Kit (Illumina) and used to create libraries for HiSeq 2000 sequencing (Illumina). We used single, 50-bp reads for sequencing. We obtained a mean of 30 million reads per sample, with a mean quality score of 35.2. We used Partek flow software for data analysis. RNA-seq reads were aligned to mm10 with STAR version 2.53a. Read counts were generated by the application of the Partek expectation-maximization (E/M) algorithm to University of California, Santa Cruz (UCSC), RefSeq 2017-08-02. Counts were normalized with trimmed mean of maximum (TMM)-values algorithm, and the Partek flow gravitational search algorithm (GSA) was used for statistical analysis. The RNA-seq data used in this study is available using GenBank: GSE138201.

### Protein Mass Spectrometry

All solvents were high-performance liquid chromatography (HPLC) grade from Sigma-Aldrich, and all chemicals, where not stated otherwise, were obtained from Sigma-Aldrich. For ample preparation, samples were lysed in Biognosys’ lysis buffer with a TissueLyser II bead mill (QIAGEN) using stainless-steel grinding beads for 3 min at 30 Hz. Samples were treated with benzonase after lysis to reduce DNA contamination. Protein concentrations of the lysates were estimated using a UV-VIS (visible) spectrometer (SPECTROstar Nano, BMG Labtech). Approximately 100 μg of protein from each sample was denatured using Biognosys’ denature buffer, reduced using Biognosys’ reduction solution for 60 min at 37°C and alkylated using Biognosys’ alkylation solution for 30 min at room temperature in the dark. Subsequently, digestion to peptides was carried out using 3 μg of trypsin (Promega) overnight at 37°C.

Peptides were desalted using C18 MacroSpin columns (The Nest Group), according to the manufacturer’s instructions, and dried down using a SpeedVac system. Peptides were resuspended in 50 μL liquid chromatography (LC) solvent A (1% acetonitrile, 0.1% formic acid [FA]) and spiked with Biognosys’ iRT (indexed retention time) kit calibration peptides. Peptide concentrations were determined using a UV-VIS spectrometer (SPECTROstar Nano, BMG Labtech).

For high pH reverse-phase (HPRP) fractionation, equal volumes of samples from each condition were pooled. Ammonium hydroxide was added to all pools to a pH value > 10. The fractionation was performed using a Dionex UltiMate 3000 RS Pump (Thermo Scientific) on an Acquity UPLC CSH (ultra-performance liquid chromatography charged surface hybrid) C18 1.7 μm, 2.1 × 150 mm column (Waters). The gradient was 2% to 35% solvent B in 10 min; solvents were the following: A, 20 mM ammonium formate in H_2_O, and B, acetonitrile. Fractions were taken every 15 s and sequentially pooled to 4 fraction pools. These were dried down and resolved in 20 μL solvent A. Prior to mass spectrometric analyses, they were spiked with Biognosys’ iRT kit calibration peptides. Peptide concentrations were determined using a UV-VIS spectrometer (SPECTROstar Nano, BMG Labtech).

For the liquid chromatography-tandem mass spectrometry (LC-MS/MS; shotgun) measurements, 2 μg of peptides was injected to an in-house packed C18 column (ReproSil-Pur, Dr. Maisch GmbH; 1.9 μm particle size, 120 Å pore size, 75 μm inner diameter, 50 cm length; New Objective) on a Thermo Scientific EASY-nLC 1200 nano-liquid chromatography system connected to a Thermo Scientific Q Exactive HF mass spectrometer equipped with a standard nano-electrospray source. LC solvents were the following: A, 1% acetonitrile in water with 0.1% FA, and B, 15% water in acetonitrile with 0.1% FA. The nonlinear LC gradient was 1%–55% solvent B in 60 min, followed by 55%–90% B in 10 s, 90% B for 10 min, 90%−100% B in 10 s, and 1% B for 5 min. A modified top 15 method was used.^66^

The mass spectrometric data were analyzed using Biognosys’ search engine Pulsar (version 1.0.16105), and the false-discovery rate on peptide and protein level was set to 1%. A mouse UniProt FASTA database (*Mus musculus*, 2017-07-01) was used for the search engine, allowing for 2 missed cleavages and variable modifications (N-terminal acetylation, methionine oxidation).

For the LC-MS/MS heart-rate monitor (HRM) measurements, 2 μg of peptides per sample was injected to the C18 column (ReproSil-Pur, Dr. Maisch GmbH; 1.9 μm particle size, 120 Å pore size, 75 μm inner diameter, 50 cm length; New Objective) on a Thermo Scientific EASY-nLC 1200 nano-liquid chromatography system connected to a Thermo Scientific Q Exactive HF mass spectrometer equipped with a standard nano-electrospray source. LC solvents were the following: A, 1% acetonitrile in water with 0.1% formic acid, and B, 15% water in acetonitrile with 0.1% formic acid. The nonlinear LC gradient was 1%–52% solvent B in 60 min, followed by 52%−90% B in 10 s, and 90% B for 10 min. A data-independent acquisition (DIA) method with one full-range survey scan and 14 DIA windows was used.

HRM mass spectrometric data were analyzed using Spectronaut Pulsar software (Biognosys). The false-discovery rate on peptide and protein level was set to 1%, and data were filtered using row-based extraction. The assay library (protein inventory) generated in this project was used for the analysis. The HRM measurements analyzed with Spectronaut were normalized using local regression normalization.^67^

### Merging Proteomics and Transcriptomics Data

For proteomics/transcriptomics merging, gene IDs contained in the transcriptomics datasets were matched to gene names in the mouse UniProt Swiss-Prot proteome.

### Statistical Analysis for Luciferase Activity Assay and RNA Protein Correlation

All statistical analysis was performed with GraphPad Prism software. Values are reported as mean ± SD. One-way ANOVA with Bonferroni correction (∗p < 0.05 considered significant) was used for comparisons among groups. Pearson’s R correlation was calculated for correlation between changes in mRNA expression and protein levels.

## Author Contributions

N.S. designed the study, carried out most of the experiments, analyzed most of the data, and wrote the manuscript. Y.H. designed, carried out, and analyzed the RNA-seq and proteomics experiments and revised the manuscript. M.T.K.S. prepared modRNAs and performed experiments. K.K. performed experiments and revised the manuscript. A.M. revised the manuscript. N.H., B.A., and S.A. performed experiments and helped analyze the data. E.C. carried out all surgery and modRNA injections in mouse models. L.Z. designed the experiments, analyzed data, and wrote the manuscript.

## Conflicts of Interest

L.Z., N.S., and Y.H. are inventors of a provisional patent, which covers the results in this manuscript.

# Supplementary material for: Optimization of 5′ Untranslated Region of Modified mRNA for Use in Cardiac or Hepatic Ischemic Injury
**Source:** Mol Ther Methods Clin Dev. 2020 Mar 31;17:622–33. doi: 10.1016/j.omtm.2020.03.019
**Supplement:** Document S2. Article plus Supplemental Information

# Optimization of 5' Untranslated Region of Modified mRNA for Use in Cardiac or Hepatic Ischemic Injury

Nishat Sultana,<sup>1,2,3,4</sup> Yoav Hadas,<sup>1,2,3,4</sup> Mohammad Tofael Kabir Sharkar,<sup>1,2,3</sup> Keerat Kaur,<sup>1,2,3</sup> Ajit Magadum,<sup>1,2,3</sup> Ann Anu Kurian,<sup>1,2,3</sup> Nadia Hossain,<sup>1,2,3</sup> Bremy Albuquerque,<sup>1,2,3</sup> Sakib Ahmed,<sup>1,2,3</sup> Elena Chepurko,<sup>1,2,3</sup> and Lior Zangi<sup>1,2,3</sup>

<sup>1</sup>Cardiovascular Research Center, Icahn School of Medicine at Mount Sinai, New York, NY 10029, USA; <sup>2</sup>Department of Genetics and Genomic Sciences, Icahn School of Medicine at Mount Sinai, New York, NY 10029, USA; <sup>3</sup>Black Family Stem Cell Institute, Icahn School of Medicine at Mount Sinai, New York, NY 10029, USA

**Modified mRNA (modRNA) is a gene-delivery platform for transiently introducing a single gene or several genes of interest to different cell types and tissues. modRNA is considered to be a safe vector for gene transfer, as it negligibly activates the innate immune system and does not compromise the genome integrity. The use of modRNA in basic and translational science is rising, due to the clinical potential of modRNA. We are currently using modRNA to induce cardiac regeneration post-ischemic injury. Major obstacles in using modRNA for cardiac ischemic disease include the need for the direct and single administration of modRNA to the heart and the inefficient translation of modRNA due to its short half-life. Modulation of the 5' untranslated region (5' UTR) to enhance translation efficiency in ischemic cardiac disease has great value, as it can reduce the amount of modRNA needed per delivery and will achieve higher and longer protein production post-single delivery. Here, we identified that 5' UTR, from the fatty acid metabolism gene carboxylesterase 1D (Ces1d), enhanced the translation of firefly luciferase (Luc) modRNA by 2-fold in the heart post-myocardial infarction (MI). Moreover, we identified, in the Ces1d, a specific RNA element (element D) that is responsible for the improvement of modRNA translation and leads to a 2.5-fold translation increment over Luc modRNA carrying artificial 5' UTR, post-MI. Importantly, we were able to show that 5' UTR Ces1d also enhances modRNA translation in the liver, but not in the kidney, post-ischemic injury, indicating that Ces1d 5' UTR and element D may play a wider role in translation of protein under an ischemic condition.**

## INTRODUCTION

Ischemic heart disease is the leading cause of death for both men and women in the United States, killing about 610,000 people per year.<sup>1,2</sup> Many scientists around the world are studying different approaches to induce cardiac regeneration in hope to unravel new treatments that can improve cardiac function post-ischemic injury. Genetic medicine is one of the avenues of research to treat a failing heart post-myocardial infarction (MI).<sup>3</sup> In this research, we aimed to adjust

gene expression in the heart using viral vectors, small molecules, or an RNA-based approach to promote cardiac protection and cardiovascular or cardiac regeneration in ischemic cardiac disease. Modified messenger RNA (modRNA) is a novel gene therapy platform that can be used to alter the levels of proteins in mammalian cells and tissues<sup>4,5</sup> and to treat heart diseases.<sup>6–8</sup> The concept of therapeutically altering mRNA expression has great potential in the treatment of human diseases.<sup>9</sup> To date, several therapeutic approaches using small interfering RNA (siRNA) and antisense oligonucleotides have been successfully tested to reduce mRNA levels in the cells.<sup>10,11</sup> Yet, the upregulation of proteins in tissues is challenging, mostly to the high amount of mRNA needed to treat human tissue. The supply of a large amount of mRNA *in vivo* can subsequently elicit a higher immune response. Preclinical studies with modRNA showed that due to the transient expression of modRNA (gene expression return to baseline is a few days), modRNA will be needed, both in direct or intravenous delivery methods, to be redelivered to achieve higher gene expression.<sup>6,12–15</sup>

The expression of genes is controlled intricately at the post-transcriptional level.<sup>16</sup> The level of an individual mRNA type inside of a cell does not ensure the synthesis of comparable amounts of respective proteins,<sup>17</sup> both positive and negative modulators that influence translation and maintain certain levels of protein. Eukaryotic gene translation is regulated in the translation level by several components, including 5' untranslated region (UTR),<sup>18–20</sup> 3' UTR,<sup>21–23</sup> poly(A) tail,<sup>24–27</sup> cap structure,<sup>28–31</sup> etc. There are multiple regulatory elements within the untranslated regions (UTRs) of the mRNA, which are critical for the stability and translation of mRNA into protein.<sup>32,33</sup> Moreover, the length and secondary structure of 5' UTR and mutations within the 5' UTR have been reported to be associated with certain human diseases.<sup>34</sup> The 5' UTR plays a significant role in the

Received 5 February 2020; accepted 23 March 2020;  
<https://doi.org/10.1016/j.omtm.2020.03.019>

<sup>4</sup>These authors contributed equally to this work.

A

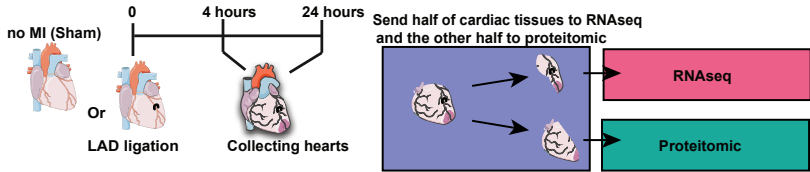

B

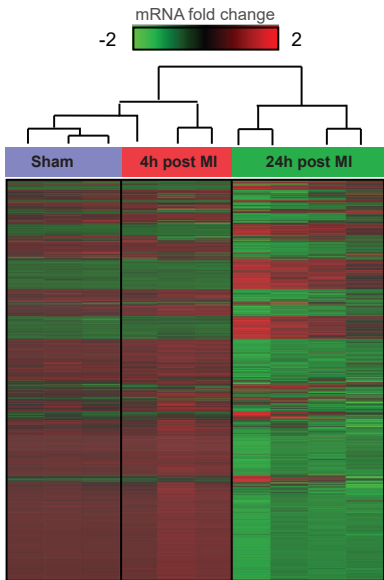

C

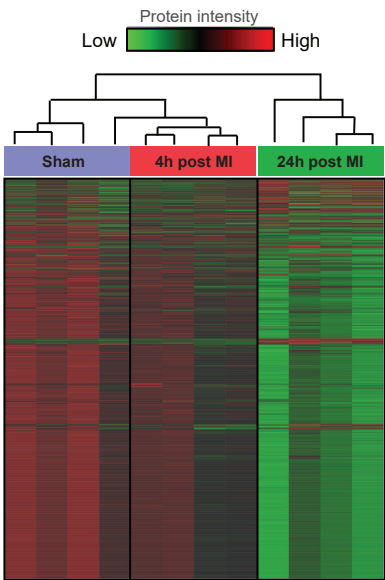

D

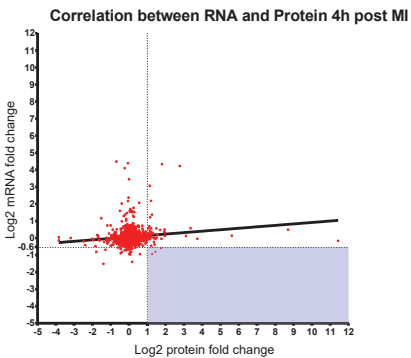

E

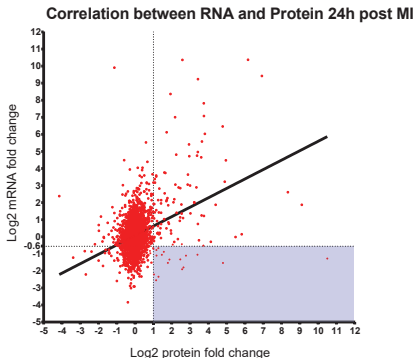

F

G

(legend on next page)

regulation of translational efficiency by helping the ribosome to bind the messenger RNA (mRNA) in the proximity of the start codon and thus, is a main contributor to the cellular proteome.<sup>35</sup> Additionally, certain RNA elements within the 5' UTR may change its secondary structure (e.g., internal ribosome entry sites [IRESs], upstream start codon (AUG)s, or upstream open reading frames [uORFs]) and can be an important contributor of the entire translation rate.<sup>36,37</sup> Besides, 5' UTRs can contain sequence elements that can function as binding sites for regulatory proteins.<sup>33</sup>

Until this date, modRNA, which had been used preclinically in cardiac research using artificial 5' UTR (36 nt), was first described by Warren et al.<sup>38</sup>

Asrani et al.<sup>39</sup> has used *in vitro* screening for optimization mRNA 5' UTR to improve expression of arginase 1 (ARG1). They showed that plasmid-based screening methods do not correlate with protein expression driven by exogenously expressed mRNA and that improved 5' UTR but not 3' UTR appears to be the key driver in protein expression for exogenously delivered mRNA.

We recently optimized the synthesis<sup>5</sup> and the delivery<sup>4</sup> of modRNA for cardiac delivery use. In the present study, we compared transcriptomic and proteomic analysis of similar tissues to identify, *in vivo*, a potential 5' UTR and the elements within 5' UTR that can enhance the translation post-cardiac and hepatic ischemic injury condition.

## RESULTS

### Characterizing the Ischemic Heart Transcriptome and Proteome

To characterize the dynamics of heart left-ventricle (LV) transcriptome and proteome post-MI, we analyzed changes in genes expression and protein level in the LV of mice, 4 and 24 h post-MI and compared it to LV from sham-operated mice (Figure 1A). In total, we detected 14,552 genes and 2,397 proteins in our samples. With the comparison of the two datasets, we found 2,272 genes with corresponding proteins. Out of all genes with corresponding proteins, 239 genes and 120 proteins were differentially expressed ( $q$  value < 0.05), 4 h post-MI. 24 h post-MI, 1,702 genes and 272 proteins were differentially expressed. Hierarchical clustering dendrogram of gene expression (Figures 1B and S1A) and protein levels (Figure 1C) shows that in both cases, the experimental groups are clustered together, demonstrating significant differences in the transcriptome and proteome post-MI. Pearson correlation analysis revealed a positive correlation between changes in gene expression and protein expression, both 4 h post-MI ( $r$  squared = 0.02;

Figure 1D) and 24 h post-MI ( $r$  squared = 0.13; Figure 1E). Whereas we found a significant correlation between the changes in gene expression and protein levels in the ischemic heart post-MI and in our search for a 5' UTR element that may elevate translation of modRNA in the heart post-MI, we were interested in identifying genes with a significant noncorrelation relationship between mRNA and protein expression. Therefore, we screened for genes that encode for proteins with elevated levels in 4 or 24 h post-MI (fold change > 2) and mRNA downregulated at 4 or 24 h post-MI (fold change < 0.64) and 5' UTR shorter than 100 bp. We were able to identify 3 genes in 4 h (Figure 1F) and 18 genes in 24 h (Figure 1G) that displayed high protein expression accompanied with lower or unchanged mRNA level, 24 h post-MI, compared to sham hearts. We identify 5 genes (gelsolin [Gsn], pregnancy-zone protein [Pzp], Serpina, fructosamine 3 kinase [Fn3k], and carboxylesterase 1D [Ces1d], marked in yellow, in Figures 1F and 1G) that had the shortest 5' UTR among those 19 genes (as FERM domain containing 5 [Frm5] and Serpina 1b are present in both our 4- and 24-h screen results), with an upregulated protein expression not related to their mRNA expression post-MI. In addition, we validate Ces1d expression results using qPCR and western blot, showing similar mRNA and protein expression as evaluated by RNA sequencing (RNA-seq) and proteomic analysis (Figures S1B–S1D).

To evaluate the translational efficiency of their 5' UTR, we designed a Luc modRNA construct carrying different 5' UTRs taken from the selected genes (Figure 2A). We then compared the expression of 5 newly designed, different Luc modRNAs with different 5' UTRs with our Luc modRNAs that carry artificial 5' UTRs (36 nt, Luc-Control) and are commonly used for *in vitro* modRNA production (Figure 2B). Our *in vitro* screening showed that all Luc modRNAs carrying different 5' UTRs allowed protein translation of modRNA in rat neonatal cardiomyocytes (RNCMs). However, in comparison to the Luc-Control, Gsn, Pzp, Serpina, and Fn3k had significantly lower translation, except Luc modRNA carrying 5' UTR of Ces1d (Luc-Ces1d), which showed a significant increase of 23% in modRNA translation in comparison to Luc-Control (Figure 2C). To evaluate that this result is not due to different transfection efficiency, a parallel *in vitro* experiment was done with cotransfection of firefly Luc modRNA carrying different 5' UTR modRNAs and renilla Luc modRNA as an internal control that carries control 5' UTR in neonatal rat CMs. 24 h post-transfection, we used IVIS system to measure simultaneously the translation of the two different luciferase (firefly and renilla) modRNA *in vitro* (Figure S2). Our results show, similar to Figure 2, that Ces1d modRNA gave significantly higher firefly Luc

### Figure 1. Characterizing the Ischemic Heart Transcriptome and Proteome

(A) Sham-operated heart or heart, 4 or 24 h post-MI was collected, and the ischemic area tissue (or equivalent area in sham hearts) was divided into two equal pieces. One-half of the ischemic heart was sequenced for transcriptomic analysis ( $n = 10$  total, Sham  $n = 3$ , 4 h post-MI  $n = 3$ , or 24 h post-MI  $n = 4$ ), whereas the other one-half of the ischemic heart was evaluated for protein level using mass spectrometry ( $n = 12$  total, Sham  $n = 4$ , 4 h post-MI  $n = 4$ , or 24 h post-MI  $n = 4$ ). (B and C) Hierarchical clustering dendrogram of 2,272 genes with corresponding mRNA level (B) or 2,397 protein intensity (C) in Sham, 4 h post-MI or 24 h post-MI hearts. (D and E) Correlation analysis between changes in levels of proteins and mRNA in the LV, 4 (D) or 24 (E) h post-MI. The bottom-right shaded rectangles include genes that show static or reduced mRNA levels post-MI, whereas their encoded protein levels increased with comparison to sham. (F and G) A list of genes that encode for proteins with elevated protein levels (fold change > 2), while showing mRNA downregulated (fold change < 0.64), 4 h (F) or 24 h (G) post-MI. Genes with yellow backgrounds have a 5' UTR that is shorter than 100 base pairs (see Table S1 for the full sequences of the 5' UTR of the 5 genes).

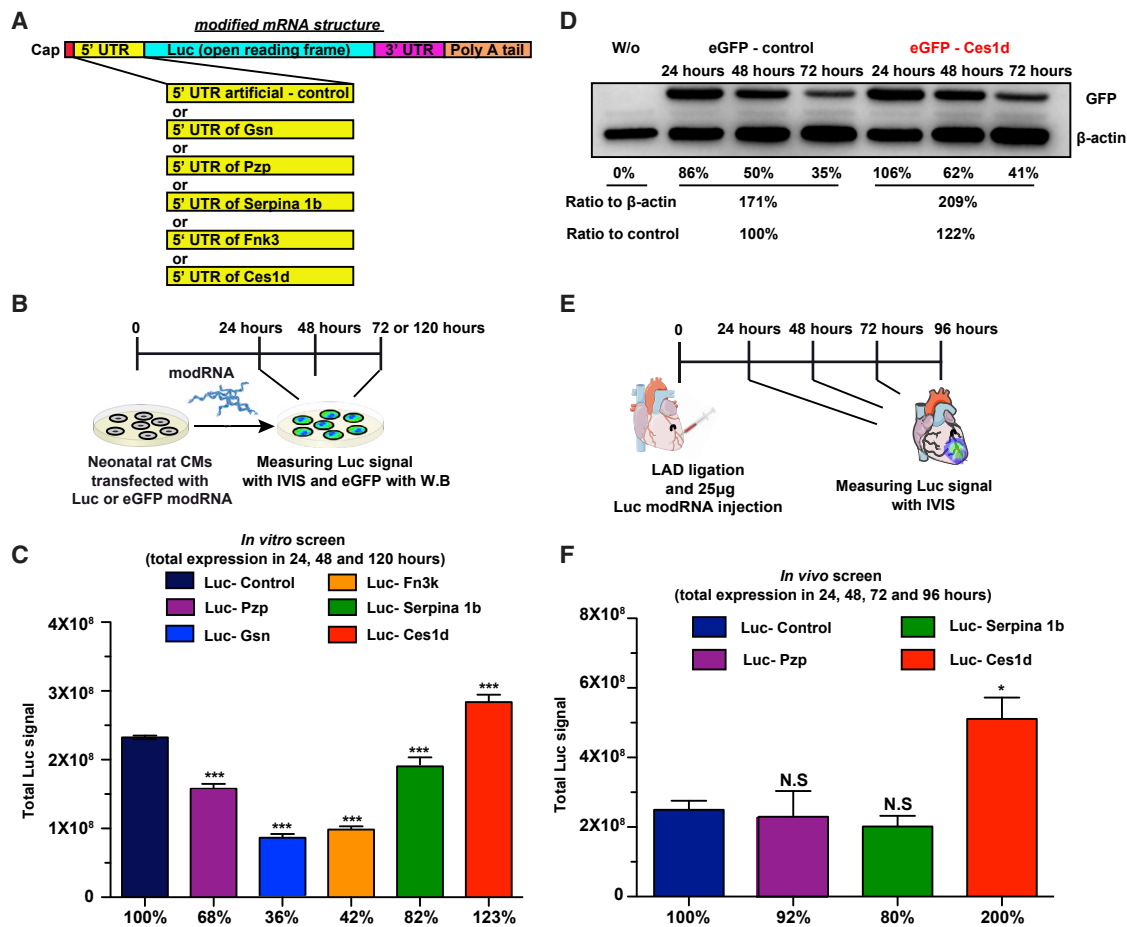

**Figure 2. Evaluating the Translation Efficiency of modRNA Carrying Different Potential 5' UTRs in Neonatal Rat CMs or in a Mouse Heart Ischemic Model**

(A) Schematic representation of modRNA structure and the replacement of different potential 5' UTRs in the Luc modRNA. (B) Experimental plan to evaluate the translation efficiency of Luc or GFP modRNA carrying different potential 5' UTRs in neonatal rat CMs using IVIS or western blot analysis, respectively. (C and D) Quantification of the IVIS (C; n = 4) and western blot (D) experiments that were described in (B). (E) Experimental plan to evaluate the translation efficiency of Luc modRNA carrying different potential 5' UTRs in mouse hearts, 24 h post-MI using IVIS analysis. (F) Quantification of the IVIS experiment that was described in (E) (n = 4). One-way ANOVA and Tukey's multiple comparison test were used for (C) and (F). \*\*\*p < 0.001, \*p < 0.05; N.S, not significant.

modRNA translation with comparison to firefly Luc-Control modRNA, without significant change in renilla Luc modRNA translation. These results indicate that the high translation is due to the use of Ces1d 5' UTR and not due to different transfection efficiency.

Additionally, to confirm our finding, we made EGFP modRNA, carrying 5' UTR of Ces1d (EGFP-Ces1d), or EGFP modRNA, carrying artificial 5' UTR (EGFP-Control) and compared their translation level of EGFP using western blot in neonatal rat CMs. Similar to our previous results, EGFP-Ces1d showed a 22% increase in modRNA translation in comparison to EGFP-Control (Figure 2D).

We decided to evaluate further our Luc modRNA carrying different 5' UTRs in an MI mouse model. We selected the Luc-5' UTR modRNAs (Pzp, Serpina 1b, and Ces1d) that showed the highest translation in our *in vitro* assay (Figures 2B–2D), and we measured their translation

at 1, 2, and 3 days post-MI (Figure 2E). Our analysis revealed that Luc-Ces1d modRNA had a significantly (2-fold) higher expression in comparison to Luc-Control or Luc modRNA carrying 5' UTR of Pzp or Serpina (Figure 2F).

To identify if Ces1d 5' UTR regulates protein translation only in the heart ischemic mouse model, we evaluated both Luc-Ces1d and Luc-Control modRNA translation in a nonischemic heart (Figures 3A and 3B) or ischemic heart mouse models (Figures 3C, 3D, S3A, and S3B). We show that whereas there were no significant changes in the translation level of Luc-Ces1d in comparison with Luc-Control in the heart without MI, 1, 2, and 3 days post-injection, there is a significantly higher translation of Luc-Ces1d, 2 days post-MI in comparison to the Luc-Control. This may indicate that Ces1d enhances modRNA translation in the heart only under an ischemic condition, such as MI.

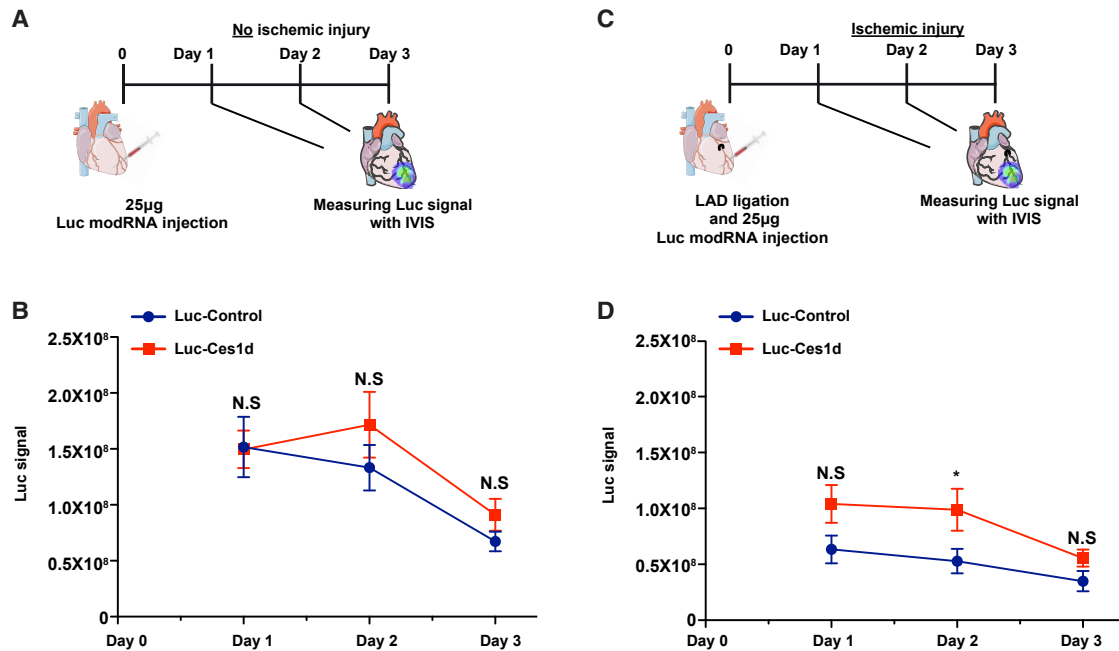

**Figure 3. 5' UTR of Ces1d Enhances Significantly mRNA Translation in Ischemic Heart but Not in a Nonischemic Mouse Model**

(A) Experimental plan to evaluate the translation efficiency of Luc modRNA carrying 5' UTR of Ces1d or artificial (control) 5' UTR in a nonischemic heart model. (B) Quantification of the experiment that was described in (A) (n = 15). (C) Experimental plan to evaluate the translation efficiency of Luc modRNA carrying 5' UTR of Ces1d or artificial (control) 5' UTR in an ischemic heart model. (D) Quantification of the experiment that was described in (C) (n = 15). Two-way ANOVA and Tukey's multiple comparison test were used for (B) and (D). \*p < 0.05; N.S., not significant.

We then wanted to evaluate the role of Ces1d in modRNA translation under an ischemic condition in other organs besides the heart. As acute hepatic or renal ischemia may lead to hepatic or renal failure that may be fatal, we decided to choose both liver and kidney as two representative organs for ischemic disease. Similar to the heart, ischemic injury in the liver significantly increases the expression of Luc-Ces1d (4 h post-delivery) in comparison to Luc-Control (Figures 4A–4D, S3C, and S3D). Again, similar to the heart, no significant differences were seen between groups in the liver without ischemic injury (Figures 4A and 4B). On the contrary, Luc-Ces1d had no significant translation differences in comparison to Luc-Control in the ischemic and nonischemic condition in the kidney (Figures 4E–4H, S3E, and S3F).

To identify the RNA element in Ces1d 5' UTR that is responsible for the significant enhancement of translation of modRNA carrying Ces1d 5' UTR, we examined the Ces1d 5' UTR consensus elements that had been conserved among different species (e.g., mouse, rat, pig, gerbil, and human). Interestingly, 4 out of the 5 elements (elements B, C, D, and E) were conserved among species (Figure 5A). Based on this information, we designed a Luc modRNA construct carrying different 5' UTR elements of Ces1d (elements A–E) and compared its translation ability in neonatal rat CM to Luc-Ces1d (Figures 5B and 5C). Our results indicated a significant reduction in translation ability in elements A, B, C, and E but not in D (Figure 5C). We hypothesized that element D is the RNA element that is responsible for the higher translation ability of Luc-Ces1d. To

test our hypothesis, we compared in an ischemic heart model the expression of Luc-Ces1d or Luc-element D with Luc-Control over 3 days (Figure 5D). Our results show that Luc modRNA, carrying 5' UTR of Ces1d or element D, has higher translation in comparison to Luc-Control (Figure 5E). Intriguingly, element D alone had a significantly higher translation in the heart at day 3 post-MI (Figure 5D). Overall, with the combination of the 3-day readout, Luc-element D has a 2.5-fold higher translation in the heart post-MI in comparison to the widely used artificial 5' UTR (Luc-Control). However, Luc-element D failed to increase translation over Luc-Ces1d in liver ischemic injury (Figures S4A and S4B) and over Luc-Ces1d or Luc-Control in heart nonischemic injury (Figures S5A and S5B).

## DISCUSSION

The use of modRNA as a gene-delivery tool is growing in the field of therapeutic medicine. Our laboratory aims to use modRNA to induce cardiac protection and cardiovascular or cardiac regeneration post-myocardial infarction.<sup>8</sup> Zangi et al.<sup>6</sup> have shown that immediate delivery of vascular endothelial growth factor (VEGF)-A modRNA in a MI mouse model led to induction of cardiovascular regeneration. A follow-up study in large animals shows a significant improvement of cardiac function when VEGF-A modRNA was delivered 1 week post-MI.<sup>40</sup> Recently, it was shown that intradermal delivery of VEGF-A modRNA in patients suffering from type 2 diabetes is safe and may promote angiogenesis.<sup>41</sup> VEGF-A modRNA has now been evaluated in phase 2a human clinical trials to improve cardiac function in

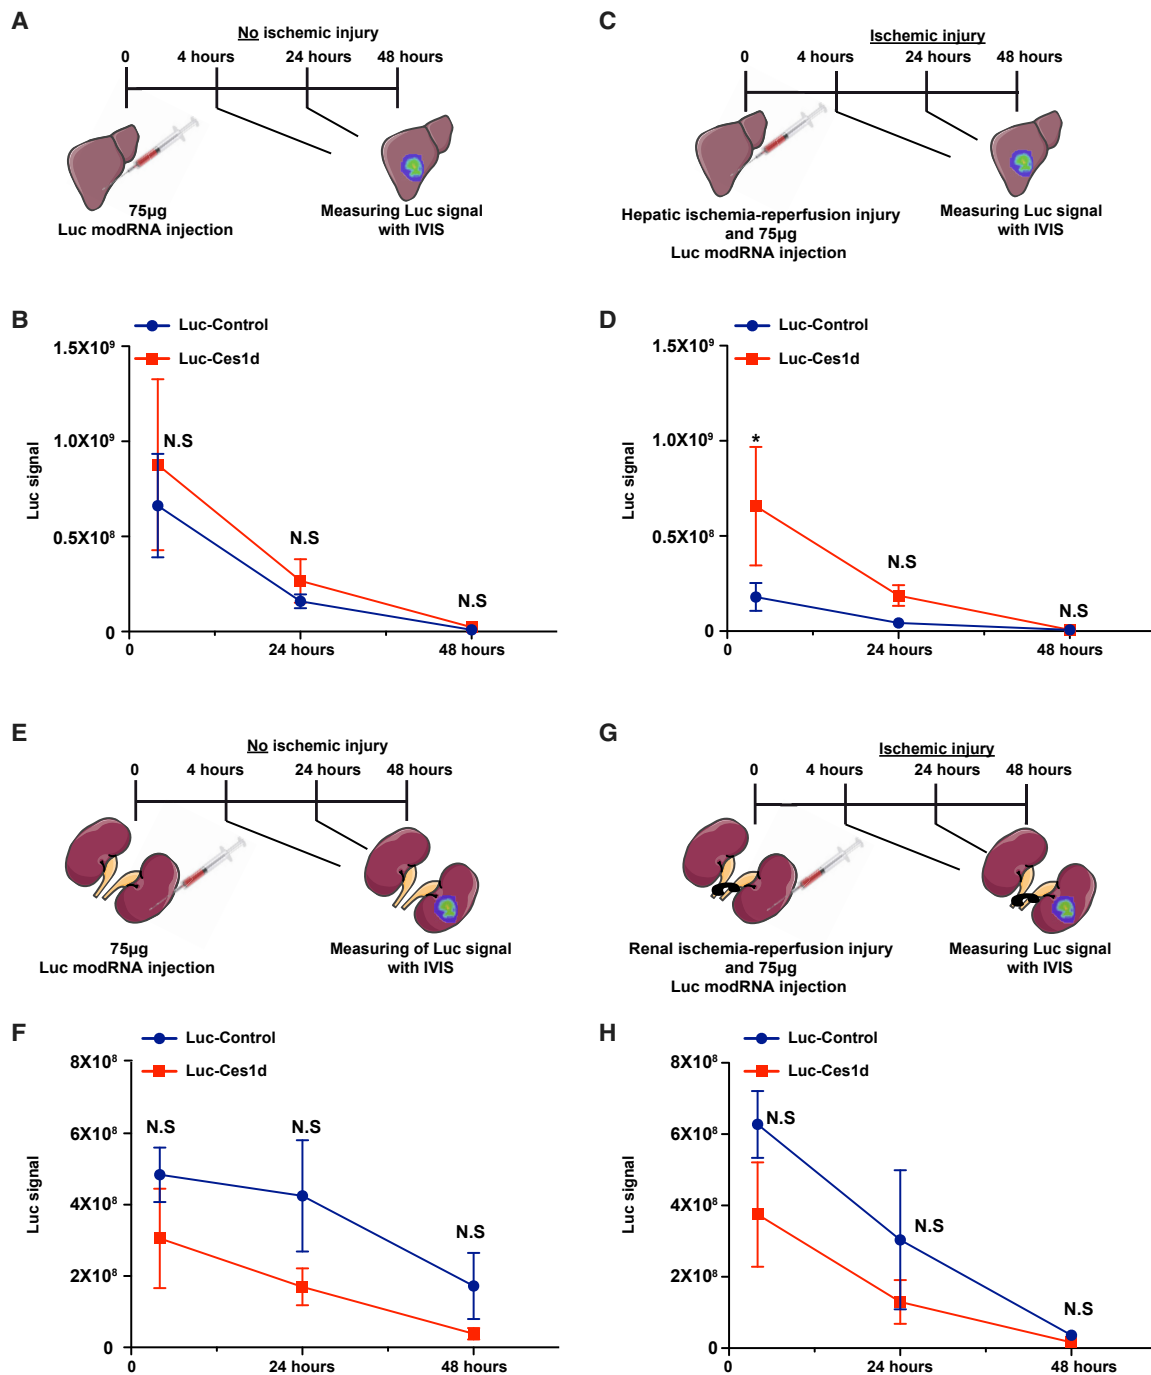

**Figure 4. 5' UTR of Ces1d Enhances Significantly Luc modRNA Translation in Liver but Not in a Nonischemic or Kidney Ischemic Mouse Model**

(A) Experimental plan to evaluate the translation efficiency of Luc modRNA carrying 5' UTR of Ces1d or artificial (control) 5' UTR in a nonischemic liver model. (B) Quantification of the experiment that was described in (A) (n = 6). (C) Experimental plan to evaluate the translation efficiency of Luc modRNA carrying 5' UTR of Ces1d or artificial (control) 5' UTR in an ischemic liver model. (D) Quantification of the experiment that was described in (C) (n = 6). (E) Experimental plan to evaluate the translation efficiency of Luc modRNA carrying 5' UTR of Ces1d or artificial (control) 5' UTR in a nonischemic kidney model. (F) Quantification of the experiment that was described in (E) (n = 6). (G) Experimental plan to evaluate the translation efficiency of Luc modRNA carrying 5' UTR of Ces1d or artificial (control) 5' UTR in an ischemic kidney model. (H) Quantification of the experiment that was described in (G) (n = 6). Two-way ANOVA and Tukey's multiple comparison test were used for (B), (D), (F), and (H). \*p < 0.05; N.S., not significant.

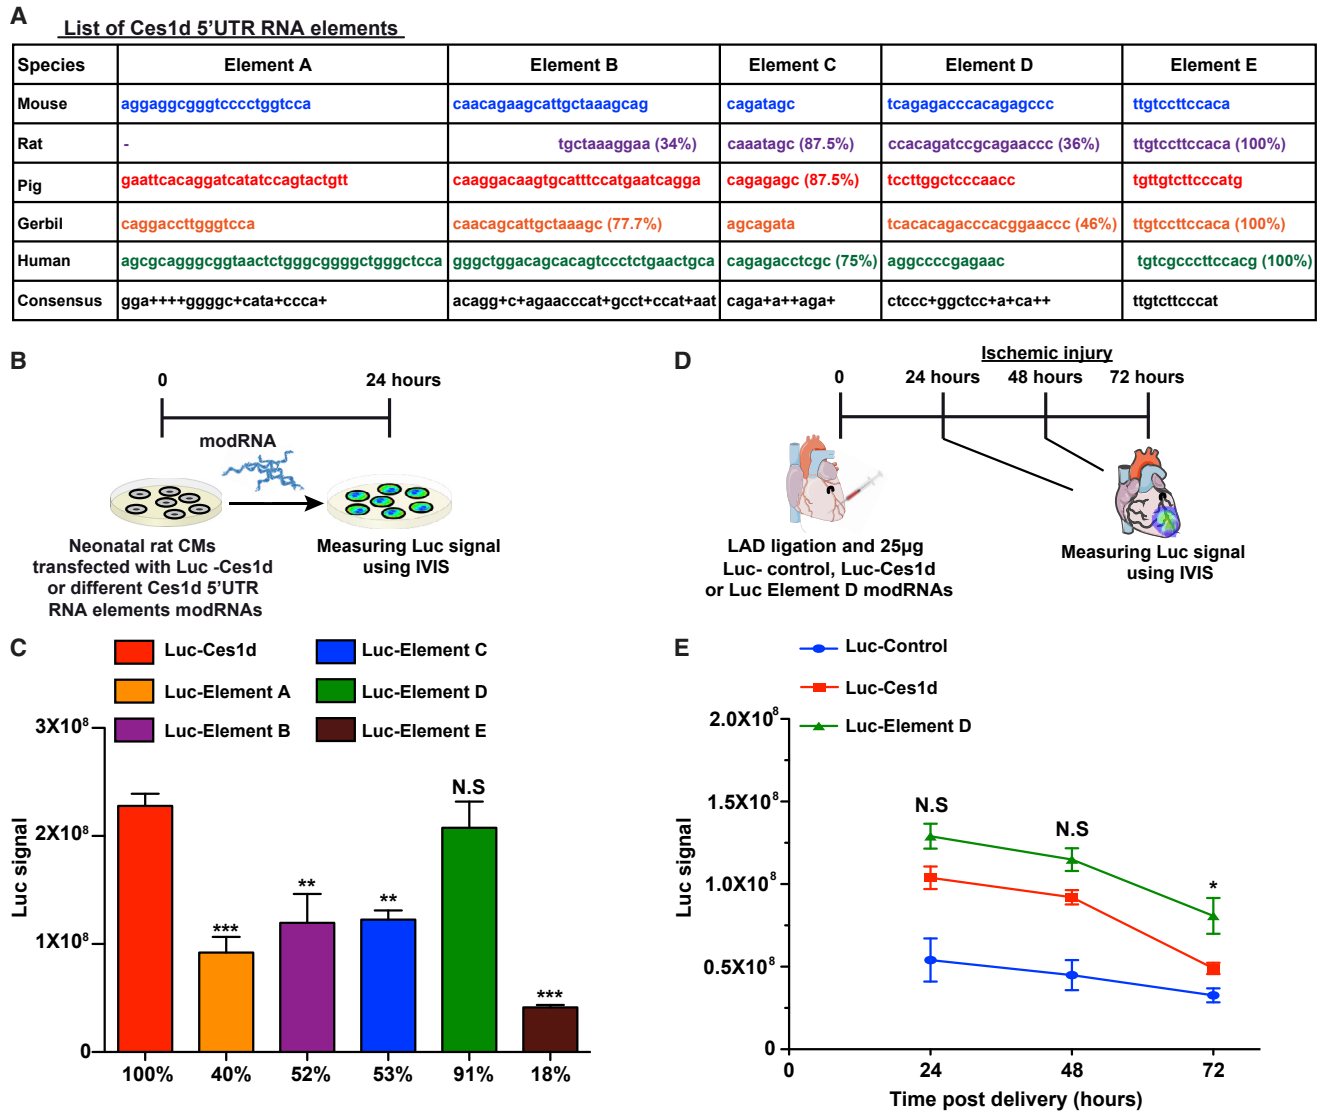

**Figure 5. A Specific RNA Element in 5' UTR of Ces1d Enhances Significantly Luc modRNA Translation in a Heart Ischemic Mouse Model**

(A) List of the different RNA elements in 5' UTR of Ces1d that has been conserved across different species. (B) Experimental plan to evaluate the translation efficiency of different RNA elements in 5' UTR of Ces1d in neonatal rat CMs using Luc modRNA and IVIS analysis. (C) Quantification of the experiments that were described in (B) ( $n = 4$ ). (D) Experimental plan to evaluate the translation efficiency of Luc modRNA carrying full-length 5' UTR of Ces1d, only element D from Ces1d 5' UTR, or artificial (control) 5' UTR in an ischemic heart model. (E) Quantification of the experiments that were described in (D) ( $n = 5$ ). One-way ANOVA and Tukey's multiple comparison test were used for (C). Two-way ANOVA and Tukey's multiple comparison test were used for (E). \*\*\* $p < 0.001$ , \*\* $p < 0.01$ , \* $p < 0.05$ ; N.S., not significant.

heart-failure patients. In parallel, other groups are using the modRNA platform in preclinical studies of different liver diseases to deliver different target genes. The different liver disease models that have been used are for factor IX deficiency hemophilia B,<sup>42</sup> acute intermittent porphyria,<sup>43</sup> glycogen storage disease type 1A,<sup>44</sup> thrombotic thrombocytopenic purpura,<sup>45</sup> alpha-1 antitrypsin deficiency,<sup>46</sup> Crigler-Najjar syndrome type 1,<sup>47</sup> and urea cycle disorder<sup>48</sup> with target genes of FIX, PBGD, glucose-6-phosphatase, ADAMTS13, SERPINA1, bilirubin-UGT, and ornithine transcarbamoylase, respectively. As was

described above, both the heart and liver disease have been heavily studied in search for new treatments. One of the obstacles in moving to large animals and clinical trials is the need for a large amount of modRNA to transfected human or large-animal heart and liver. In addition, due to the short expression of modRNA, there might be a need to deliver the modRNA several times. In order to reduce the need for a large amount of modRNA for delivery, we aim to improve modRNA translation so the amount of protein that has been received from the same amount of modRNA will be higher.

Several elements within RNA are responsible for the regulation of translation, including type of nucleotides, poly(A) tail length, or the structure of 5' UTR, 3' UTR, and cap analog. We showed that replacement of pseudouridine with N1-Methyl-Pseudouridine-5'-Triphosphate (1-M-pseudouridine) results in a higher modRNA translation in the heart of the latter.<sup>4</sup> In addition we found that a longer poly(A) tail can increase the translation of the modRNA *in vivo* (unpublished data). Here, we describe a unique first-of-this-kind screen, comparing proteomic and transcriptomic analysis to identify the 5' UTR sequence that can increase the translation of modRNA in an ischemic condition with comparison to the widely used artificial 5' UTR that has been used in previous modRNA publications.<sup>4–6,14,40,41</sup>

Our data show that there is a positive correlation at both 4 and 24 h post-MI in mRNA levels and protein intensity in the ischemic heart. However, we were able to identify 19 different genes with negative correlation, in which their mRNA level was reduced or unchanged, whereas their protein levels were upregulated, 4 and 24 h post-MI. The average length of 5' UTRs is ~100 to ~220 nt across species.<sup>49</sup> In vertebrates, longer 5' UTRs tend to be associated with poor translation.<sup>50</sup> Therefore, we decided to select 5 genes with the shortest 5' UTR (<100 base pairs) (Figure 1).

Negative correlation between mRNA levels and protein expression has been reported, especially upon internal or external stimuli that trigger alteration in translation of specific genes. VEGF has been shown to be a stress-induced protein in many conditions, such as hypoxia and hypoglycemia.<sup>51,52</sup> Other genes in which translation changes in response to stimulation of internal or external signals are platelet-derived growth factor 2 (PDGF2) and transforming growth factor  $\beta$  (TGF- $\beta$ ).<sup>53</sup> During the embryonic stage, when most of the organ development and cell differentiation takes place, translation regulation plays a significant role by altering the levels of expression of specific mRNA subsets during a certain time frame, whereas the bulk of transcripts remain unaffected.<sup>54–56</sup>

In our study, we were able to identify several 5' UTRs that may allow translation of modRNA in the heart or liver post-ischemic injury. Both Pzp and Serpina 1b 5' UTR show nonsignificant and similar translation ability as the control 5' UTR sequence *in vivo* (Figures 2E and 2F). As our control 5' UTR (artificial 5' UTR) is the top and most known and commonly used 5' UTR in the mRNA field,<sup>6,40,57–61</sup> we believe that these results indicate how well, relative to this premium control, our selected 5' UTR sequences performed.

In this particular work, we focused on the 5' UTR of Ces1d (Figures 2, 3, and 4) as an enhancer of modRNA translation in cardiac and hepatic ischemic conditions. Ces1d belongs to a family of carboxylesterases that have important roles in lipid metabolism, and they hydrolyze endogenous esters and thioesters. Carboxylesterases are known for involvement in the detoxification of environmental toxicants, as well as the prodrug metabolism. Ces1d is the functional mouse ortholog of human CES1 and has similar protein-expression profiles at different cells or tissues as CES1. Several roles of Ces1d have been re-

ported to be directly associated with lipid metabolism.<sup>62–64</sup> As lipid metabolism is an important process for normal heart function, fatty acids are the preferred substrates under aerobic conditions.<sup>65</sup> As Ces1d association with lipid metabolism and as MI lead to alteration of the lipid metabolism, we hypothesize that Ces1d mRNA has been triggered by the ischemic condition in the heart post-MI, which leads it to translate better. We showed that element D is the RNA element in Ces1d that is responsible for the elevation in mRNA translation post-MI (Figure 4). It will be interesting to evaluate the element D and Ces1d in different ischemic conditions and different organs besides the heart, liver, and kidney. The fact that Ces1d gave higher translation in the ischemic heart and liver but not the kidney is interesting, as all three organs primarily use fatty acid oxidation for energy. This may indicate that each organ and physiological condition will need a separate evaluation using a similar approach as ours.

In conclusion, we have identified the 5' UTR of Ces1d and RNA element D in Ces1d 5' UTR as RNA elements for improving modRNA translation in the heart and liver post-ischemic injury. This may have clinical applications, as both organs have been heavily targeted with modRNA in different cardiac and hepatic diseases. Our results may contribute to designing superior modRNA for preclinical studies in ischemic cardiac and liver diseases, carrying 5' UTR of Ces1d or RNA element D.

## METHODS

### Mice

All animal procedures were performed according to protocols approved by the Icahn School of Medicine at Mount Sinai Institutional Care and Use Committee. Swiss Webster (CFW) mice were used for the study. Before surgery, mice were anesthetized with a cocktail of 100 mg/kg ketamine and 10 mg/kg xylazine. For protein expression, mice were injected with 25  $\mu$ g of modRNA in citrate buffer directly into the myocardium during open-chest surgery. When required, 25  $\mu$ g of modRNA was injected into the border zone with three injections immediately after left anterior descending artery (LAD) ligation.

### modRNA Synthesis

Clean PCR products generated with plasmid templates (GeneArt; Thermo Fisher Scientific) were used as the template for mRNA. modRNAs were generated by transcription *in vitro* with a customized ribonucleoside blend of anti-reverse cap analog, 3'-O-Me-m<sup>7</sup>G(5')ppp(5')G (6 mM; TriLink Biotechnologies), guanosine triphosphate (1.5 mM; Life Technologies), adenosine triphosphate (7.5 mM; Life Technologies), cytidine triphosphate (7.5 mM; Life Technologies), and N1-Methyl-Pseudouridine-5'-Triphosphate (7.5 mM; TriLink Biotechnologies). The mRNA was purified with the MEGAclean kit (Life Technologies) and treated with Antarctic Phosphatase (New England Biolabs). It was then repurified with the MEGAclean kit. The mRNA was quantified on a NanoDrop spectrometer (Thermo Scientific), precipitated with ethanol and ammonium acetate, and resuspended in 10 mM Tris-HCl and 1 mM EDTA.

### Rat Neonatal CM Isolation

Ventricular RNCMs were isolated from 3- to 4-day-old Sprague-Dawley rat pups by a Pierce primary cardiomyocytes isolation kit (Thermo Fisher Scientific; catalog number 88282). After isolation, cells were incubated in 10% horse serum DMEM and change media, and a cardiomyocyte growth supplement was added after 16 h and transfected with modRNA.

### In Vitro modRNA Transfection

2.5 µg/well of a 24-well plate of Luc modRNA or 10 µg/well of a 6-well plate of nuclear GFP (nGFP) modRNA was transfected into neonatal rat CMs using the transfection reagent jetPEI (Polyplus). The transfection mixture was prepared according to the manufacturer's protocol, and then it was added to cells cultured in DMEM containing 10% fetal bovine serum (FBS) and antibiotic-antimycotic (anti-anti). Then, 24 h post-transfection, the expression level of cells was imaged and measured in IVIS, or cell lysates were collected and analyzed by western blot.

### Heart Ischemic Injury

MI was induced by permanent ligation of the LAD. The left thoracic region was shaved and sterilized. After intubation, the heart was exposed by left thoracotomy. The LAD was ligated with a suture. Mouse hearts without (sham) or with ischemic injury (MI) were collected at 4 and 24 h post-MI (Figure 1A). The ischemic area tissue (or equivalent area in sham hearts) was collected and divided into two pieces and snap frozen quickly. One-half of the ischemic heart tissues was sent for RNA-seq, whereas the other one-half was sent for proteomics analysis to evaluate gene and protein fold change, respectively, between MI and sham hearts. When required, we injected 25 µg modRNA into the infarct border zone immediately after LAD ligation. The thoracotomy and skin were sutured closed in layers. Excess air was removed from the thoracic cavity, and the mouse was removed from ventilation when normal breathing was established.

### Liver Ischemic Injury

Liver ischemia was induced by closing the left lateral lobe and median for 1 h, and 25 µg modRNA was injected into the left lateral lobe in three different injections immediately after clip was removed.

### Kidney Ischemic Injury

Kidney ischemia was induced by applying a micro clip onto the renal artery and renal vein. Successful ischemia can be visually confirmed by a gradual uniform darkening of the kidney. The clip was removed after 30 min, and 25 µg of modRNA was injected in the kidney with three injections.

### In Vivo modRNA Delivery

Luc modRNA (25 µg) in a total volume of 60 µL in Tris-borate (TB) buffer was delivered via direct injection to the myocardium. The sucrose-citrate buffer contains 20 µL sucrose in nuclease-free water (0.3 g/mL) and 20 µL citrate (0.1 M, pH 7; Sigma) mixed with 20 µL modRNA. The transfection mixture was directly injected (three individual injections, 20 µL each) into the heart, kidney, or liver.

### Detection of Luciferase Expression Using the IVIS System

Bioluminescence imaging of the transfected cells (24–72 h) or injected mice was taken at different time points (4–144 h) in the IVIS system. To visualize cells expressing firefly luciferase *in vitro*, D-luciferin was added to the cell-culture plate, and an image was taken in the IVIS system (IVIS Spectrum National Center for Research Resources [NCRR] S10-RR026561-01 at the Preclinical Small Imaging Core at Mount Sinai Medical Center). To visualize cells expressing renilla luciferase *in vitro*, cells were washed twice with media, renilla luciferase substrate was added to the cell-culture plate, and an image was taken in emission filter 500. To visualize tissues expressing Luc *in vivo*, mice were anesthetized with isoflurane (Abbott Laboratories), and luciferin (150 µg/g body weight; Sigma) was injected intraperitoneally. Mice were imaged using an IVIS imaging system (IVIS Spectrum NCRR S10-RR026561-01 at the Preclinical Small Imaging Core at Mount Sinai Medical Center) every 2 min until the Luc signal reached a plateau. Imaging data were analyzed and quantified with Living Image software.

### Western Blotting

Cell lysates were collected and subjected to SDS-PAGE in 12% precast NuPAGE Bis/Tris gels (Invitrogen) under reducing conditions in MES running buffer (Invitrogen). The resulting bands were transferred onto a nitrocellulose membrane (Bio-Rad) by blotting in a semidry transfer apparatus with NuPAGE-MOPS (3-(N-morpholino)propanesulfonic acid) transfer buffer (Invitrogen). The membrane was blocked by incubation with Tris-buffered saline (TBS)/Tween containing 5% dry milk powder and incubated with specific primary antibodies overnight at 4°C. It was then washed in TBS/Tween and incubated with rabbit or goat secondary antibodies conjugated to horseradish peroxidase for 1 h at room temperature. Antibody binding was detected with an enhanced chemiluminescence (ECL) detection system (Pierce). We used prestained protein standards (Amersham) to determine molecular weight.

### RNA Isolation

Total RNA was isolated with an RNeasy Mini Kit (QIAGEN), and DNA was degraded by treatment with TURBO DNase (Invitrogen). RNA quality was checked by a bioanalyzer.

### RNA Sequencing

Poly(A)-tailed RNA was prepared by the Epigenomics Core at Cornell Medical College, with the mRNA Seq Sample Prep Kit (Illumina) and used to create libraries for HiSeq 2000 sequencing (Illumina). We used single, 50-bp reads for sequencing. We obtained a mean of 30 million reads per sample, with a mean quality score of 35.2. We used Partek flow software for data analysis. RNA-seq reads were aligned to mm10 with STAR version 2.53a. Read counts were generated by the application of the Partek expectation-maximization (E/M) algorithm to University of California, Santa Cruz (UCSC), RefSeq 2017-08-02. Counts were normalized with trimmed mean of maximum (TMM)-values algorithm, and the Partek flow gravitational search algorithm (GSA) was used for statistical analysis. The RNA-seq data used in this study is available using GenBank: GSE138201.

### Protein Mass Spectrometry

All solvents were high-performance liquid chromatography (HPLC) grade from Sigma-Aldrich, and all chemicals, where not stated otherwise, were obtained from Sigma-Aldrich. For ample preparation, samples were lysed in Biognosys' lysis buffer with a TissueLyser II bead mill (QIAGEN) using stainless-steel grinding beads for 3 min at 30 Hz. Samples were treated with benzonase after lysis to reduce DNA contamination. Protein concentrations of the lysates were estimated using a UV-VIS (visible) spectrometer (SPECTROstar Nano, BMG Labtech). Approximately 100 µg of protein from each sample was denatured using Biognosys' denature buffer, reduced using Biognosys' reduction solution for 60 min at 37°C and alkylated using Biognosys' alkylation solution for 30 min at room temperature in the dark. Subsequently, digestion to peptides was carried out using 3 µg of trypsin (Promega) overnight at 37°C.

Peptides were desalted using C18 MacroSpin columns (The Nest Group), according to the manufacturer's instructions, and dried down using a SpeedVac system. Peptides were resuspended in 50 µL liquid chromatography (LC) solvent A (1% acetonitrile, 0.1% formic acid [FA]) and spiked with Biognosys' iRT (indexed retention time) kit calibration peptides. Peptide concentrations were determined using a UV-VIS spectrometer (SPECTROstar Nano, BMG Labtech).

For high pH reverse-phase (HPRP) fractionation, equal volumes of samples from each condition were pooled. Ammonium hydroxide was added to all pools to a pH value > 10. The fractionation was performed using a Dionex UltiMate 3000 RS Pump (Thermo Scientific) on an Acquity UPLC CSH (ultra-performance liquid chromatography charged surface hybrid) C18 1.7 µm, 2.1 × 150 mm column (Waters). The gradient was 2% to 35% solvent B in 10 min; solvents were the following: A, 20 mM ammonium formate in H<sub>2</sub>O, and B, acetonitrile. Fractions were taken every 15 s and sequentially pooled to 4 fraction pools. These were dried down and resolved in 20 µL solvent A. Prior to mass spectrometric analyses, they were spiked with Biognosys' iRT kit calibration peptides. Peptide concentrations were determined using a UV-VIS spectrometer (SPECTROstar Nano, BMG Labtech).

For the liquid chromatography-tandem mass spectrometry (LC-MS/MS; shotgun) measurements, 2 µg of peptides was injected to an in-house packed C18 column (ReproSil-Pur, Dr. Maisch GmbH; 1.9 µm particle size, 120 Å pore size, 75 µm inner diameter, 50 cm length; New Objective) on a Thermo Scientific EASY-nLC 1200 nano-liquid chromatography system connected to a Thermo Scientific Q Exactive HF mass spectrometer equipped with a standard nano-electrospray source. LC solvents were the following: A, 1% acetonitrile in water with 0.1% FA, and B, 15% water in acetonitrile with 0.1% FA. The nonlinear LC gradient was 1%–55% solvent B in 60 min, followed by 55%–90% B in 10 s, 90% B for 10 min, 90%–100% B in 10 s, and 1% B for 5 min. A modified top 15 method was used.<sup>66</sup>

The mass spectrometric data were analyzed using Biognosys' search engine Pulsar (version 1.0.16105), and the false-discovery rate on

peptide and protein level was set to 1%. A mouse UniProt FASTA database (*Mus musculus*, 2017-07-01) was used for the search engine, allowing for 2 missed cleavages and variable modifications (N-terminal acetylation, methionine oxidation).

How the deposited data were processed for this re-analysis (not part of the article)

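Gene expression was analysed in the LV of 3 sham mice, 3 mice at 4 h post-MI and 4 mice at 24 h post-MI, with 1 library per mouse. A second table of 24 libraries holds LV samples the paper does not describe, from 2 sham mice and from hearts injected with AC or Luc modRNA and collected 4, 24 and 48 h post-MI, mapped from their labels alone. It was used only in the closing observations. The groups were taken from the sample labels and the legend of Fig. 1.

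The authors made the deposited values as follows: reads were aligned to mm10 with STAR, counted on RefSeq genes of 2017 with Partek's expectation-maximization algorithm, and normalized by the TMM method, giving deposited values in CPM, read counts relative to the TMM-scaled library size. The genes of the first table have at least 1 estimated read in every library. In this table, 82.7% of the values under 1 CPM were whole multiples of the library's lowest value, too few to recover whole reads for a count test. The second table holds deposited CPM to which 1 had been added, as its lowest value is exactly 1 in each library, and 1 was subtracted before use. Its depth is unknown, since its lowest values are fractions of reads. The tables were normalized separately, so tests were made only within a table.

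Expression was tested with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a mean-variance trend) on log2(CPM + 1), for the 12487 genes of the first table and the 12555 of the second with a mean of at least 1 CPM, and p-values were adjusted by the Benjamini-Hochberg method. The 3 groups of the first table were fitted in a single model, without covariates. Fold changes are ratios of arithmetic group means of CPM, with SDs propagated from both groups. Clustering used Euclidean distances of log2(CPM + 1) standardized per gene, average linkage, and an exact permutation test of the pseudo-F over all labelings. Other computations used Python 3.11 with numpy, scipy and pandas. Single comparisons of 4 libraries against 3 used exact permutation tests, and correlations across libraries used 100000 permutations. 5′ UTRs were taken from GENCODE M21 on GRCm38, in the transcript most similar to the sequence in Table S1.

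The limma script was tested on simulated reads, drawn for the real genes and library sizes with a dispersion of 0.05 and 200 genes changed by known fold changes at 24 h. Of these 200, 171 were called among 12477 genes tested, with 10 false calls, and no gene was called at 4 h, where none was changed. The fold-change script found 200 of 200 genes lowered in simulated values of 14552 genes, with 2 false calls. These values had the same small spread for every gene and no read-count noise. Single genes varied more in the data, such as Pygl with 4.78 ± 2.82 CPM in sham hearts. The 2 false calls are therefore no measure of false calls in the data.

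At the estimated depth of 12553519 to 18952669 reads per library, 1 read is worth between 0.0313 and 0.0479 CPM, so values far under 1 CPM rest on few reads. Sample labels give the mice letters, and some letters recur between groups. Since hearts were collected at each time point, same-lettered libraries are different mice, and the letters were used as a block only in an alternative.

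The genes named were fixed by a rule set in advance: the 19 genes of Fig. 1F and 1G, and at each time point the 3 largest increases and 3 largest decreases among genes with a q value under 0.05, a mean of at least 10 CPM and no overlap between MI and sham libraries. The alternatives tried were a pseudocount of 0.1, other filters on low values, a model of the compared groups alone, limma without a trend or with array weights, median-ratio and equal-total rescaling, the 2272 genes of highest mean, the mouse letter as a block, and each library left out in turn. Limma-voom on estimated reads, the second table without the subtraction of 1, and for single genes array weights, no trend, other filters and the 2272 genes of highest mean, were added after the data were seen. The planned edgeR test was not run. Protein levels, qPCR, western blots and modRNA reporter measurements were not analysed here.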

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

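The processing, the tests and the marker lists of the closing parts were fixed before the data were examined, unless said otherwise. In this part, only the comparisons of library G with the other libraries were chosen after the result was seen.

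In the 4 libraries at 24 h post-MI, 31 genes were checked for a library far from the others. There were 2 such genes, about what a rate of 1 in 20 gives for independent checks. Both were in library G and the checks share the same 4 libraries, so that rate does not measure chance here. Frmd5 was at 34.5 CPM and Etfrf1 at 32.8 CPM in library G, whereas the other 3 libraries at 24 h were between 10.8 and 14.2 CPM for Frmd5 and between 21.0 and 22.6 CPM for Etfrf1. Library G was closer to sham than the other libraries at 24 h over the genes tested too, correlating at between 0.884 and 0.900 with the sham libraries, against at most 0.836 for the others. In the comparison of 24 h with sham, the split that grouped library G with the 3 sham libraries gave 6789 genes with a q value under 0.05, against 8236 for the real groups. Its estimated reads lie within the range of the other libraries at 24 h, so depth does not set it apart. A milder injury in this mouse and a tissue piece with more uninjured myocardium were not told apart, and no biological explanation was tested.

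The change at 24 h post-MI differed from that at 4 h in 17 of the 19 genes of Fig. 1F and 1G (limma q value under 0.05 for the difference itself). The log2 difference was 3.11 for Pygl, which rose at 24 h. It was -1.51 for Frmd5, -1.07 for Smarca2, -1.61 for Vtn, -1.51 for Gsn, -1.57 for Igsf10, -1.69 for Fbln1, -1.13 for Flad1, -1.38 for Ppip5k2, -0.75 for Scrn2, -1.31 for Etfrf1, -0.79 for Itm2b, -0.95 for Tmem201, -0.96 for Clpx, -2.22 for Fn3k, -1.99 for Ces1d and -0.73 for Hmgn2. The 18 genes of Fig. 1G were selected for a fall at 24 h, so a larger fall there than at 4 h is partly set by the selection. Under both other scalings of the values, 18 of the 18 genes had a fold change under 0.64 at 24 h. Median-ratio and equal-total scaling moved the median log2 change of all genes by -0.04 and -0.01. These shifts are small beside the log2 fold changes of the 17 genes tested, from -2.41 to -0.67, which goes against the authors' TMM scaling as the cause.

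Several of the largest changes are in genes the paper does not discuss. At 4 h the log2 fold change was 5.45 for Atf3, 4.52 for Il6, 4.46 for Socs3, -1.44 for Rsrp1, -0.97 for Kcnj2 and -0.84 for Zfp770. At 24 h it was 8.23 for Slfn4, 8.22 for S100a9, 7.45 for S100a8, -4.61 for Lrtm1, -4.21 for Lrrc15 and -3.87 for Ky. These genes were chosen for the size of their change. Over the 10 neutrophil and monocyte markers in the list, which include S100a8 and S100a9, the median log2 fold change was 6.03 at 24 h, and all 10 rose. Whether cells that entered the tissue or a change within its cells raised them was not tested.

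In the second table, 4275 genes had a q value under 0.05 (limma) between Luc modRNA-injected hearts at 24 h post-MI (n = 3) and sham hearts (n = 2), a signal in samples the paper does not report. Of these, 3172 were higher and 1103 lower. Median-ratio rescaling moved the median of all genes by -0.17 on the log2 scale and gave 2295 higher and 2042 lower, so the balance of directions depends on the scaling. The labels place these sham hearts at 4 h and number them in 1 series with the 4 h libraries, whereas the 24 h libraries carry another form of label. A difference between library series therefore cannot be told apart from the difference between the groups. The groups are too small for a count over other splits.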

How the results depend on the processing

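Limma-voom on estimated reads, the second table with its offset kept, and for single genes array weights, no trend, other filters and the 2272 genes of highest mean were chosen after seeing the data. The planned edgeR test was not run, since whole reads could not be recovered from the values. Leaving out a sham library of the second table leaves 1, so no test was made there. The number of Fig. 1G genes under 0.64 in Luc modRNA-injected hearts changed with either sham library left out. It is not given, as it then rests on 1 sham library.

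The number of genes with a q value under 0.05 at 4 h post-MI, 296, changed most with the processing. It was 2500 with limma array weights, 705 with only the compared groups in the model, 74 over the 2272 genes of highest mean, and between 105 and 560 with each library left out in turn. The 2500 genes included all 296. The cause was not tested. Of the 296 genes, 194 were higher and 102 lower. The balance of directions was 1030 to 1470 with array weights, 345 to 360 with only the compared groups and 167 to 175 with equal totals. It was 99 to 6 without sham library H and 277 to 283 without library G at 24 h. Median-ratio rescaling gave 4268 higher and 4216 lower at 24 h, against 4449 and 3787, and 4143 higher and 4029 lower between 24 h and 4 h, against 4644 and 3332. At 24 h, 8236 genes became 5316 with a mean of at least 10 CPM and 1677 over the 2272 genes of highest mean, and between 24 h and 4 h 7976 genes became 5173 and 1633, with fewer genes tested. Limma-voom gave 230, 8271 and 7910 genes for the 3 comparisons.

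With the mouse letter as a replicate block, 117 genes were called at 4 h (105 higher and 12 lower), 7498 at 24 h and 7196 between 24 h and 4 h. The deviations of same-lettered libraries from their group means correlated at 0.0758 on average over 5 pairs (from -0.0567 to 0.345) and those of other pairs at -0.0145 (28 pairs).

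Genes with a fold change under 0.64 at 4 h numbered 444. With each library left out they were between 410 and 623. They were 203 with geometric means, 758 without the filter, 86 with a mean of at least 10 CPM and 79 with a q value under 0.05 as well. At 24 h, 2675 became 1475 with a mean of at least 10 CPM and between 2509 and 3057 with each library left out. Of the 3 genes of Fig. 1F, 2 were under 0.64, 1 with geometric means, and 1 to 3 with each library left out. The 18 genes of Fig. 1G were 17 with geometric means, and 17 or 18 with each library left out. In Luc modRNA-injected hearts, 3 of the 18 were under 0.64, 5 with equal totals, and 2 or 3 with each Luc modRNA library left out. Detected genes fell from 14552 to 7695 with a mean of at least 10 CPM. The pseudo-F stayed between 6.10 and 7.97 with each library left out (exact permutation p of 0.00079 or 0.0036, the smallest each design allows), and 2 rather than 3 groups formed their own branch over the 2272 genes of highest mean.

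The correlation across genes of the 24 h changes in the 2 tables, 0.558, was 0.594 with a pseudocount of 0.1, 0.581 with a mean of at least 10 CPM, 0.488 as Spearman rho and 0.509 without the 1% most extreme changes. The correlation of Ces1d with adipocyte markers, 0.272, was -0.0345 in the first table. Its permutation p was between 0.063 and 0.92 over its alternatives.

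Among the log2 fold changes of single genes, none reversed. Apart from fits that left out a library, 324 kept their direction and side of the threshold, 3 (Kcnj2 and Zfp770 at 4 h) became weaker and 3 (Frmd5 at 4 h) stronger. With a library left out, 308 kept them, 11 became weaker and 1 stronger, in the same 3 genes.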

Differences from the paper's values

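The paper reports 1702 differentially expressed genes at 24 h post-MI among its genes with corresponding proteins, whereas 8236 of all 12487 genes tested had a q value under 0.05 here (limma). The counts cover different genes, since the paper's list of genes with proteins was not used here. They also rest on unlike numbers of genes, 12487 here and 2272 in the paper, so a ratio of counts is no measure of agreement. As a share, 8236 of 12487 is under 1702 of 2272. Of the alternatives set before the data were examined, the 2272 genes of highest mean gave 1677, within 1.5 times the paper's count, and none of the others did. That set has the size of the paper's list but is not that list, and at 4 h it gave 74 genes against the paper's 239. At 4 h, 296 of all 12487 genes tested were called, a smaller share than the paper's 239 of 2272. It is within 1.5 times of 239 as a count only. The count at 4 h also differed from the paper's by more than 1.5 times with array weights (2500), with only the compared groups (705), with the replicate block (117), and in 5 of the 10 fits that left out a library (105, 126, 131, 138 and 560).

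The 5′ UTR of Fn3k is 36 nt in the paper and 76 nt in the GENCODE transcript that holds the paper's sequence. No alternative was set for this length. The 36 nt start at 121434953, where Fn3k also starts in the deposited values, which were counted on RefSeq genes. In GENCODE the gene starts at 121434913, so the difference goes with the annotation used. The 5′ UTR of Ces1d is 85 nt in the paper and 119 nt in GENCODE, and that of Serpina1b 97 and 66 nt. At its GENCODE length, Ces1d would exceed the limit on 5′ UTR length in the paper's screen. Ces1d, on the minus strand, ends at 93197805 in the deposited values and at 93197838 in GENCODE. The Ces1d difference therefore goes with the annotation too. The Serpina1b difference was not followed up, and no alternative was set for either length.

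The fold change of Pygl at 4 h was 0.658 here and is 0.66 in the paper's list, the same to rounding. Both are above the paper's criterion of 0.64 for that list. The value here was under 0.64 with equal totals per library and in some fits that left out a library. With a threshold of 0.66 in place of 0.64, all 3 genes of Fig. 1F were under it.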

Other observations

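Of the tests in this part, that of hepatocyte RNA was chosen after the result was seen, with a marker list written earlier.

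The fall of Ces1d at 24 h post-MI was weighed against 3 technical explanations. Adipose tissue in the collected piece would make Ces1d follow adipocyte markers within groups. Over the 24 libraries of the second table, the Pearson r of the deviations from group means was 0.272 (permutation p = 0.20, two-sided) and Spearman rho was 0.121 (permutation p = 0.57). Without the 2 libraries farthest from the median r was 0.161, and for Adipoq alone it was 0.388 (permutation p = 0.063). No such relation was detected at a p under 0.05. In the first table, the 10 adipocyte markers had log2 fold changes between -0.59 and 1.07 at 24 h (median 0.04), 6 rising and 4 falling. None fell as far as Ces1d, at -2.15. These values argue against a loss of adipose tissue from the collected piece as the cause of its fall. Loss of cardiomyocyte RNA would lower Ces1d together with cardiomyocyte markers. Relative to the mean of the 10 markers, log2 Ces1d fell by 1.15 at 24 h (exact permutation test, one-sided p = 0.029, the smallest that 4 libraries against 3 allow), lower in 4 of 4 libraries. However, 1 of the 10 markers, Pln, named after its value was seen, fell further than Ces1d, with a log2 fold change of -2.44, and the paper selected Ces1d for its fall, so the fall cannot be told apart from loss of cardiomyocyte RNA. Reads shared with Ces1e, the other Ces1 gene listed, would leave the sum of both genes unchanged. That sum fell by 2.21 on the log2 scale, although Ces1d makes up nearly all of it. Ces1 paralogs that are not listed were not covered. The 9 fibroblast markers had log2 fold changes between -1.15 and 1.74 at 24 h (median -0.46), so each fell less than Ces1d. Loss of RNA from other cell types was not tested.

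Serpina1b fell together with the other Serpina1 genes listed, and the sum over the listed genes fell by 2.03 on the log2 scale at 24 h (exact permutation test, one-sided p = 0.029). This goes against reads moving to the listed paralogs. Paralogs that are not listed were not covered. The paper selected Serpina1b for its fall, so the p-value is largely set by the selection. The 18 genes of Fig. 1G had a median log2 fold change of -1.18 and the cardiomyocyte markers of -0.67, a difference of -0.50. As the 18 genes were selected for falling, they cannot be told apart from loss of cardiomyocyte RNA by this comparison.

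Other splits of the libraries were compared with the real groups, restricted to splits that part as many same-lettered pairs. At 4 h, 1 of 6 splits gave as many genes with a q value under 0.05, the real one, and 1 of 10 without the restriction, neither of which can give a share under 0.05. The other 9 splits gave 0 genes each, with 116 to 626 genes at an unadjusted p under 0.05, against 2058 for the real groups. At 24 h against sham and at 24 h against 4 h, 1 of 12 splits did, the real one, too few splits for a share under 0.05. Without the restriction it was 1 of 35 in each. Of the other 34 splits, 32 gave 0 genes at 24 h against sham (34 to 5092 at an unadjusted p under 0.05, against 8628 for the real groups), and 31 gave 0 genes at 24 h against 4 h (23 to 4786, against 8436). Other splits mix the real groups, which widens the spread within each group.

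At 24 h, few of the falls of Fig. 1G were seen in the second table. In Luc modRNA-injected hearts at 24 h post-MI, 3 of the 18 genes had a fold change under 0.64 compared to the sham hearts of that table (n = 3 and 2). At 48 h (n = 4), 11 of the 18 genes did, a count made after the values were seen. At 24 h, Gsn was 2.44-fold higher (limma q = 0.00035), and Ces1d had a fold change of 0.63996 (limma q = 0.041). Ces1d is thus 1 of the 3 genes counted, although only just under 0.64. Ces1d had 157 ± 21.4 CPM in sham hearts (SD, n = 2), 100.4 ± 27.5 CPM at 24 h (n = 3) and 35.0 ± 8.39 CPM at 48 h (n = 4) in Luc modRNA-injected hearts. Across 12259 genes, the 24 h log2 fold changes of the 2 tables correlated at 0.558, and 66.2% had the same direction. Genes are not independent replicates. The tables differ in injection and in normalization. The labels of their controls differ too, giving no operation in the first table and a sham operation in the second. Within the second table, the 24 h libraries carry another form of label than the sham hearts. The condition, the controls and the table therefore cannot be told apart.

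Pzp was at 9.12 CPM in replicate D of the AC modRNA-injected hearts at 24 h and at most 0.579 CPM in the other 23 libraries of the second table. RNA from hepatocytes is a candidate source: of 10 hepatocyte markers in the list, 10 had their highest value of the 24 libraries in this library. No biological explanation was tested.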
